# Suppressor mutations in ribosomal proteins and FliY restore *Bacillus subtilis* swarming motility in the absence of EF-P

**DOI:** 10.1371/journal.pgen.1008179

**Published:** 2019-06-25

**Authors:** Katherine R. Hummels, Daniel B. Kearns

## Abstract

Translation elongation factor P (EF-P) alleviates ribosome pausing at a subset of motifs encoding consecutive proline residues, and is required for growth in many organisms. Here we show that *Bacillus subtilis* EF-P also alleviates ribosome pausing at sequences encoding tandem prolines and ribosomes paused within several essential genes without a corresponding growth defect in an *efp* mutant. The *B*. *subtilis efp* mutant is instead impaired for flagellar biosynthesis which results in the abrogation of a form of motility called swarming. We isolate swarming suppressors of *efp* and identify mutations in 8 genes that suppressed the *efp* mutant swarming defect, many of which encode conserved ribosomal proteins or ribosome-associated factors. One mutation abolished a translational pause site within the flagellar C-ring component FliY to increase flagellar number and restore swarming motility in the absence of EF-P. Our data support a model wherein EF-P-alleviation of ribosome pausing may be particularly important for macromolecular assemblies like the flagellum that require precise protein stoichiometries.

## Author summary

Translation elongation factor P (EF-P) is a highly conserved protein that alleviates ribosome pausing at consecutive proline residues. Unlike most organisms, EF-P in the bacterium *Bacillus subtilis* is not required for growth but is instead required for a flagellar-mediated form of motility called swarming. By mapping spontaneous suppressors, we identify 7 broadly distributed ribosome-associated factors that, when mutated, allow swarming in the absence of EF-P, the location of which may provide mechanistic insight. Moreover, we show that EF-P enhances flagellar biosynthesis by alleviating ribosome pausing within a single flagellar structural component FliY and we implicate the RNA polymerase pausing factor NusG in long operon expression. Finally, we extend ribosome profiling analysis in the absence of EF-P to gram-positive bacteria.

## Introduction

Translation elongation factor P (EF-P) has been shown to alleviate ribosome pausing at consecutive proline residues (XPPX motifs) in Bacteria and Eukaryotes [1–3]. While EF-P is widely distributed and often required for rapid growth, the reason it is highly conserved is unknown [4–6]. In *Escherichia coli*, the manner in which EF-P promotes growth is thought to be pleiotropic by enhancing translation of multiple proteins that contain XPPX motifs [7]. Systems-level approaches, however, show that not all XPPX motifs induce ribosome pausing in the absence of EF-P, and that even fewer of those pauses result in decreased protein expression [8–10]. Thus, EF-P pleiotropy may be limited. Consistent with limited pleiotropy, the phenotypes of an *efp* mutant in *E*. *coli* are conditional, and are suppressed when translation rates are reduced [11]. Finally, apparent pleiotropy is organism-specific as growth defects in *Bacillus subtilis efp* mutants are negligible, even under conditions of high translation [12]. Instead, EF-P in *B*. *subtilis* is specifically required for swarming motility [12,13].

Swarming motility is a flagellar-mediated form of movement on surfaces and often requires an increase in flagellar number relative to swimming in liquid [14–18]. Increasing flagellar number is complicated as flagella are trans-envelope nanomachines that require hierarchical assembly of dozens of subunits in precise stoichiometry [19,20]. At the core of each flagellum is a type III secretion apparatus and early-class secretion is activated after the flagellar base plate and C-ring rotor are fully assembled [21–24]. Early class secreted products span the cell envelope to form an axle-like rod and universal joint-like hook [25–27]. Once the hook is polymerized to a certain length, the secretion specificity changes, the late-class sigma factor σ^D^ is activated, and late-class flagellar proteins are exported to assemble the filament [28–30]. Mutants that decrease the efficiency of flagellar expression or assembly abolish swarming motility and can do so at any step in the hierarchy [24,31]. The mechanism by which EF-P specifically activates swarming motility in *B*. *subtilis* is unknown.

Here we show that *B*. *subtilis* EF-P functions in a manner similar to that reported in other organisms and alleviates ribosome pausing at a subset of XPPX motifs. Flagellar assembly requires translation of a large number of proteins, and *efp* mutants were found to have a reduced number of flagella. Cells lacking EF-P were defective in hook completion due to translational pausing at one particular XPPX motif within the basal body component FliY. FliY in turn was necessary to activate early-class secretion. EF-P structurally resembles a tRNA and while it is thought to promote translation entropically, the mechanism is poorly understood [32]. Genetic analysis reported here further indicates that mutations in a wide variety of conserved genes related to the ribosome suppress the absence of EF-P, which may aid in the understanding of the EF-P mechanism.

## Results

### EF-P increases flagellar number

The reason that EF-P is required for swarming motility is unknown. Cells mutated for the master activator of flagellar biosynthesis SwrA lack swarming motility due to reduced transcription of the *fla/che* flagellar operon and a proportional reduction in flagellar number (Fig 1A) [31,33]. To determine if cells mutated for *efp* also had reduced flagellar number, a functional variant of the filament protein Hag that could be labeled with a fluorescent dye (*hag*^*T209C*^) was introduced into various genetic backgrounds [34]. Qualitatively, the *efp* mutant appeared to have fewer filaments than wild type and more closely resembled cells mutated for the master activator of flagellar biosynthesis SwrA (Fig 2A). As swarming motility requires an elevated number of flagella per cell, we infer that the decrease in flagellar number likely accounts for the swarming defect observed upon mutation of *efp*.

**Fig 1:**
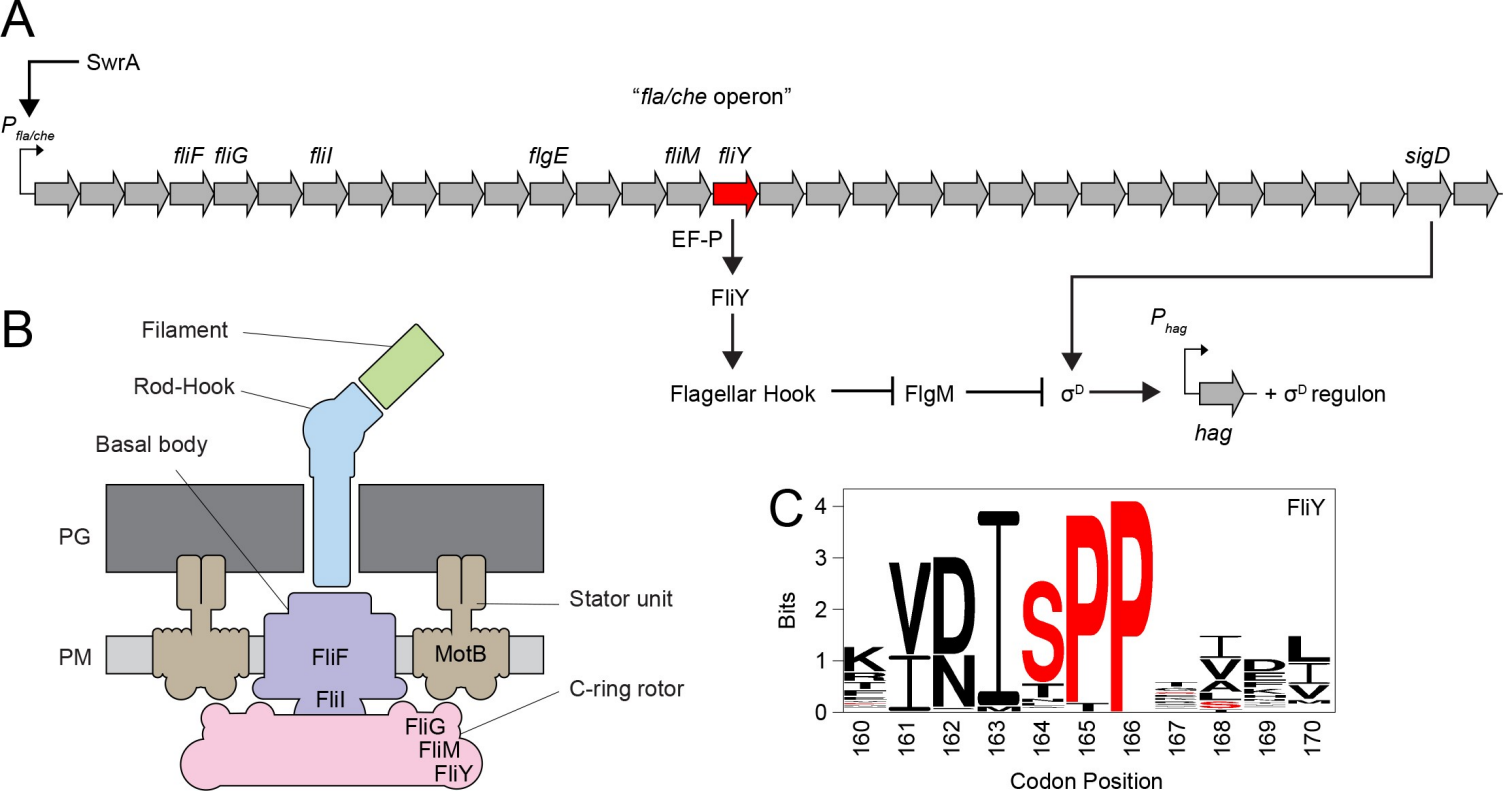
Flagellar genetic hierarchy and structure in *Bacillus subtilis*. Panel A) Schematic depicting the genetic hierarchy of *B*. *subtilis* flagellar biosynthesis. Open arrows represent genes and the position of *fliY* is indicated in red. Bent arrows indicate promoters. Closed arrows indicate activation and T bars indicate inhibition. Panel B) Schematic depicting the putative structure of the *B*. *subtilis* flagellum. The predicted locations of relevant flagellar components are labeled. PG indicates peptidoglycan and PM indicates plasma membrane. Panel C) Sequence logo of 282 FliY homologs. The accession numbers that were included can be found in S1 Table.

**Fig 2:**
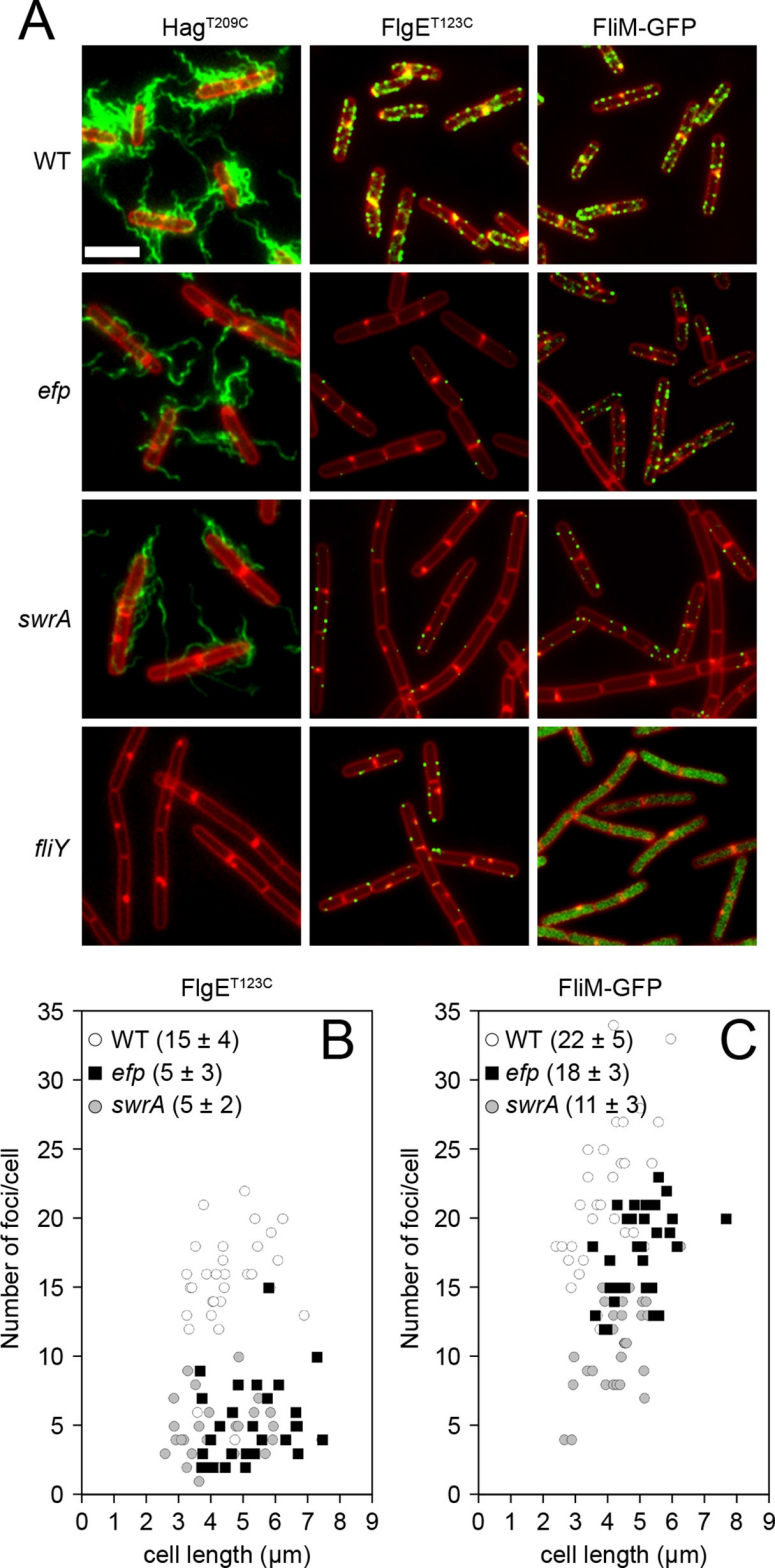
EF-P is required for flagellar hook assembly. Panel A) Fluorescence micrographs of the flagellar filament (Hag^T209C^), hook (FlgE^T123C^), or basal body (FliM-GFP) in the indicated genetic background. Membranes were stained with FM4-64 and false colored red. Filaments and hooks were stained with Alexa Fluor 488 C5 maleimide and false colored green. FliM-GFP was false colored green. Scale bar corresponds to 5 μm. The following strains were used to generate this panel: WT *hag*^*T209C*^ (DS8521), *efp hag*^*T209C*^ (DK1053), *swrA hag*^*T209C*^ (DS8600), *fliY hag*^*T209C*^ (DK2155), WT *flgE*^*T123C*^ (DS7673), *efp flgE*^*T123C*^ (DK1054), *swrA flgE*^*T123C*^ (DK480), *fliY flgE*^*T123C*^ (DK1563), WT *fliM-GFP* (DS1919), *efp fliM-GFP* (DK1055), *swrA fliM-GFP* (DS9515), and *fliY fliM-GFP* (DS5628). Panels B-C) 3-D SIM microscopy and Imaris software were used to quantify the number of basal body puncta (panel B) or hook puncta (panel C) per cell relative to cell length on 30 individual cells per strain. The averages and standard deviations for each strain are provided in the panel legends and the raw values can be found in S2 Table. The following strains were used to generate panel B: WT (DS8521), *efp* (DK1053), and *swrA* (DS8600). The following strains were used to generate panel C: WT (DS7673), *efp* (DK1054), and *swrA* (DK480).

Flagella are assembled in a stepwise fashion, with the basal body assembled first, followed by the rod-hook, and finally the filament. Thus, a decrease in flagellar filament number could result from a decrease in either the number of hooks or basal bodies. To determine if mutation of *efp* affected hook and/or basal body number, functional variants of the hook protein FlgE (FlgE^T123C^) or basal body C-ring subunit FliM (FliM-GFP) were introduced into various genetic backgrounds, and fluorescent puncta were quantified with 3D structured illumination microscopy [31,35]. Mutation of *efp* resulted in a decrease in hook number compared to wild type, but the number of basal bodies remained the same (Fig 2A–2C). By contrast and consistent with previous reports, mutation of *swrA* resulted in a decrease in both basal body and hook numbers [24,31] (Fig 2A–2C). We conclude that EF-P is required for completion of a step in flagellar assembly between incorporation of FliM into the C-ring and completion of the hook.

A defect in hook completion prevents export of the anti-sigma factor FlgM, resulting in a decrease in expression directed by RNA polymerase and the sigma factor σ^D^ (Fig 1A) [30,36]. To determine whether the *efp* mutant was defective in σ^D^-dependent gene expression, a σ^D^-dependent transcriptional reporter in which the promoter of flagellin *P*_*hag*_ fused to β-galactosidase (*P*_*hag*_-*lacZ*) was inserted at an ectopic location in various genetic backgrounds [33,37]. Cells mutated for either *swrA* or *efp* showed a decrease in expression from the *P*_*hag*_ promoter, and expression was partially restored to either *swrA* or *efp* mutants by mutation of *flgM* (Fig 3). SwrA and EF-P appeared to enhance *P*_*hag*_*-lacZ* expression by different pathways, however, as an *efp swrA* double mutant synergized to decrease promoter activity (Fig 3). Further, expression in an *efp swrA flgM* triple mutant remained low relative to either the *swrA flgM* or the *efp flgM* double mutants (Fig 3). We conclude that EF-P promotes hook completion and σ^D^-dependent gene expression by a mechanism unrelated to SwrA activation of the *P*_*fla/che*_ promoter.

**Fig 3:**
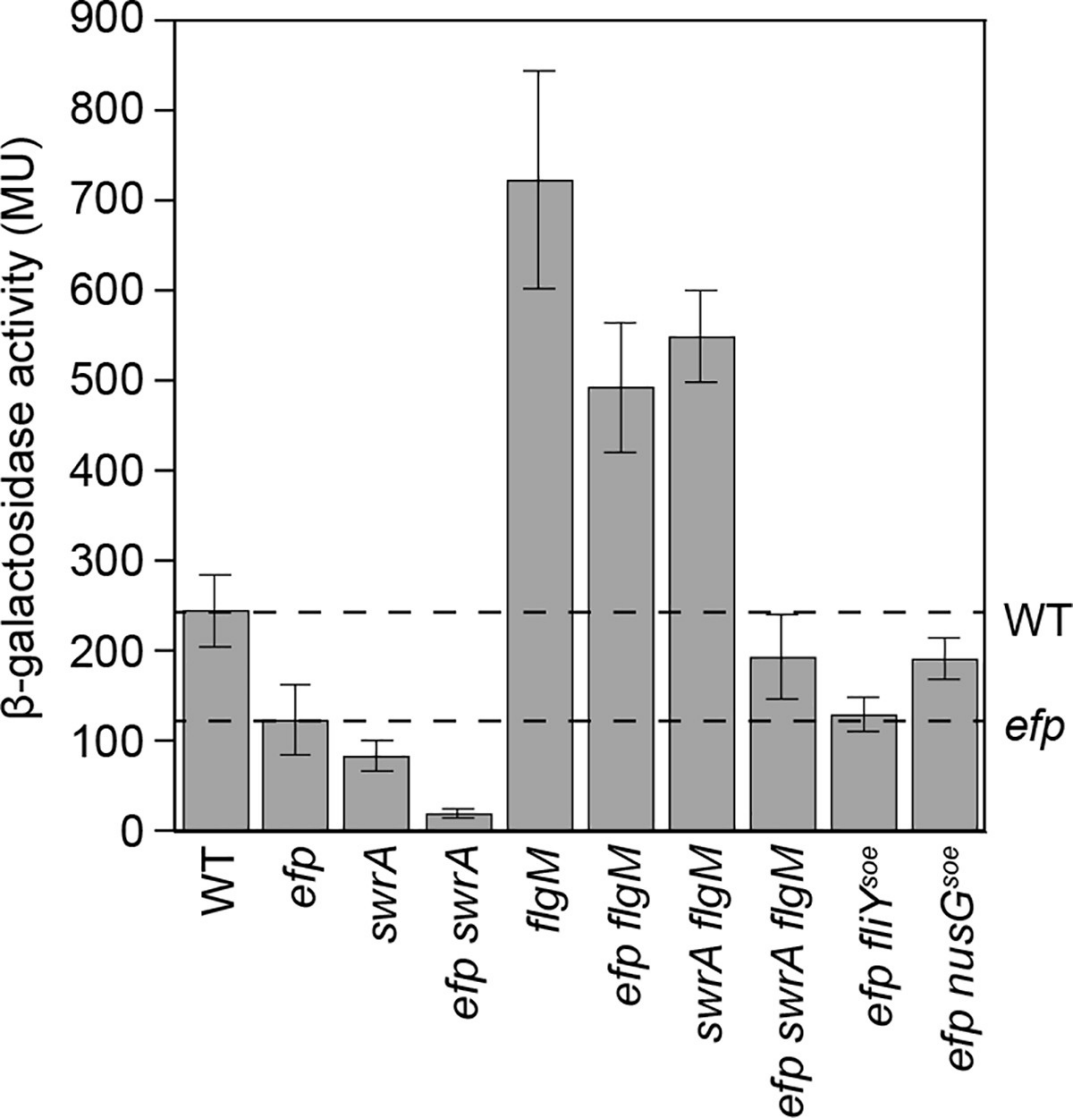
EF-P is required for maximal *P*_*hag*_ expression. β-galactosidase activity reported in Miller Units (MU) of a transcriptional fusion of *lacZ* to the σ^D^-dependent flagellin promoter *P*_*hag*_. The levels of expression in WT and the *efp* mutant are indicated by dashed lines for comparison. Data represent the average of three biological replicates, error bars indicate the standard deviation, and the raw values can be found in S2 Table. The following strains were used to generate this panel: WT (DK5457), *efp* (DK5458), *swrA* (DK7032), *efp swrA* (DK7033), *flgM* (DK7074), *efp flgM* (DK7078), *swrA flgM* (DK7076), and *efp swrA flgM* (DK7077), *efp fliY*^*soe*^ (DK7049), and *efp nusG*^*soe*^ (DK7050).

### EF-P alleviates pausing at XPPX motifs

One way that EF-P could promote flagellar biosynthesis is if it alleviated ribosome pausing as it does in a number of other organisms [1–3]. To determine whether EF-P in *B*. *subtilis* alleviates ribosome pausing, the ribosome pause sites of wild type and an *efp* mutant were compared. In brief, mRNA fragments protected by ribosome footprinting were purified, subjected to Illumina sequencing, and the codons in the ribosomal P-site were identified using the 3’ end assignment method [10]. Each codon in the genome was then assigned a pause score, defined as the number of reads that mapped to a particular position divided by the average read density for the corresponding gene (S3 Table). Approximately 250 codons in 180 genes had a pause score that was at least 10-fold higher in the *efp* mutant compared to WT (S4 Table). In the absence of EF-P, proline codons were enriched in both the ribosome P-site and E-site, and the tripeptides encompassing the “-2”, “E”, “P”, and “A” sites showed an enrichment of pausing at PPX and XPP motifs (Fig 4A–4C, S5 Table). We conclude that in the absence of EF-P, *B*. *subtilis* ribosomes paused more frequently at XPPX motifs, consistent with that reported in other organisms.

**Fig 4:**
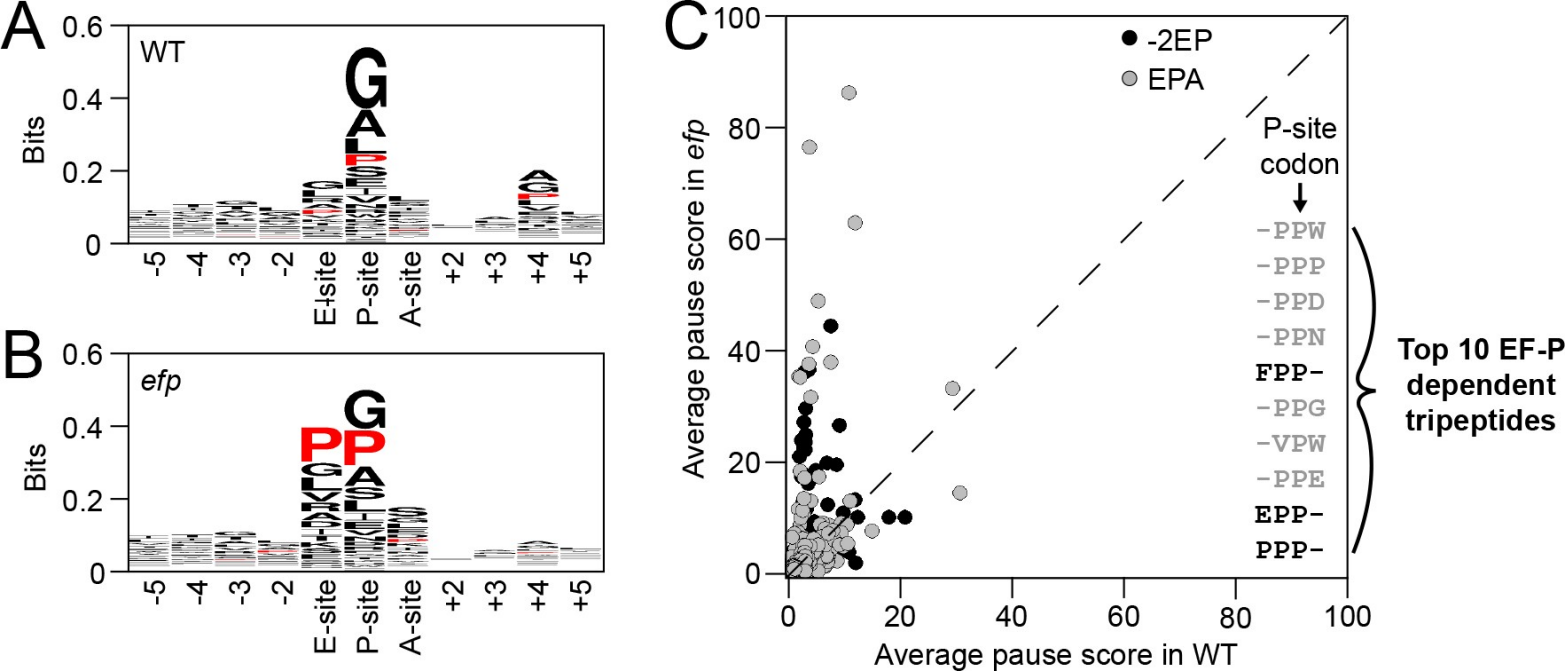
EF-P alleviates ribosome pausing at XPPX motifs. Panels A-B) Weighted sequence logos of amino acid sequences in which the P-site codon had a pause score of 10 or greater in the ribosome profiling datasets from WT (DK1042) or *efp* (DK2050). Panel C) Average pause scores of tripeptides centered around the P-site (EPA, grey circles) or E site (-2EP, black circles) of the ribosome in WT (DK1042) and *efp* mutant (DK2050). In both cases, only the pause score for the P-site codon was used to determine the average. The dashed line indicates the distribution expected for equal scores in both strains. The 10 tripeptides with the highest pause score in the *efp* mutant are listed and the average pause scores for all 8,000 tripeptides at both positions can be found in S5 Table.

The 180 genes that experienced increased ribosome pausing in the absence of EF-P were predicted to be diverse in function (S6 Table). Five genes with EF-P-alleviated pause sites appeared to be directly related to the flagellum: *fliI* (encoding the secretion accessory protein FliI), *fliF* (encoding the basal body base plate FliF), *motB* (encoding the stator component MotB), *sigD* (encoding the alternative sigma factor σ^D^), and *fliY* (encoding the C-ring component FliY), (Fig 1B, S4 Table) [38]. FliF, σ^D^, and FliY are all required for hook completion and their translational impairment might be consistent with the *efp* mutant phenotype but it wasn’t clear which, or how many, of the sites were directly responsible [24,35]. Moreover, EF-P-alleviated pause sites were observed in several essential genes, even though mutation of *efp* did not substantially reduce growth rate (S4 Table) [12,39]. Thus, as ribosome pauses were found in at least 5 genes known to be involved in motility (not including genes of unknown function), and the location of EF-P-alleviated translational pausing was not necessarily predictive of phenotype, we concluded that ribosome profiling alone was insufficient to identify the hook-promoting EF-P target.

### EF-P can be suppressed by mutations in ribosome-associated proteins

As an alternative approach to determine how EF-P increased hook number, spontaneous suppressors were isolated that restored swarming motility to an *efp* mutant. Cells mutated for *efp* were initially incapable of migrating from the site of inoculation on swarming motility agar (Fig 5A and 5B), but after prolonged incubation, second-site mutations that suppressed the need for EF-P emerged from the central colony as motile flares. Twenty-four suppressors of *e**fp* (*soe*) mutations were independently isolated and each suppressor resulted in a partial restoration of swarming motility. The location of each suppressor mutation in the genome was identified using a combination of SPP1-mediated transduction linkage mapping and whole genome sequencing. The mutations were organized into 6 different classes based on their chromosomal location (Table 1).

**Fig 5:**
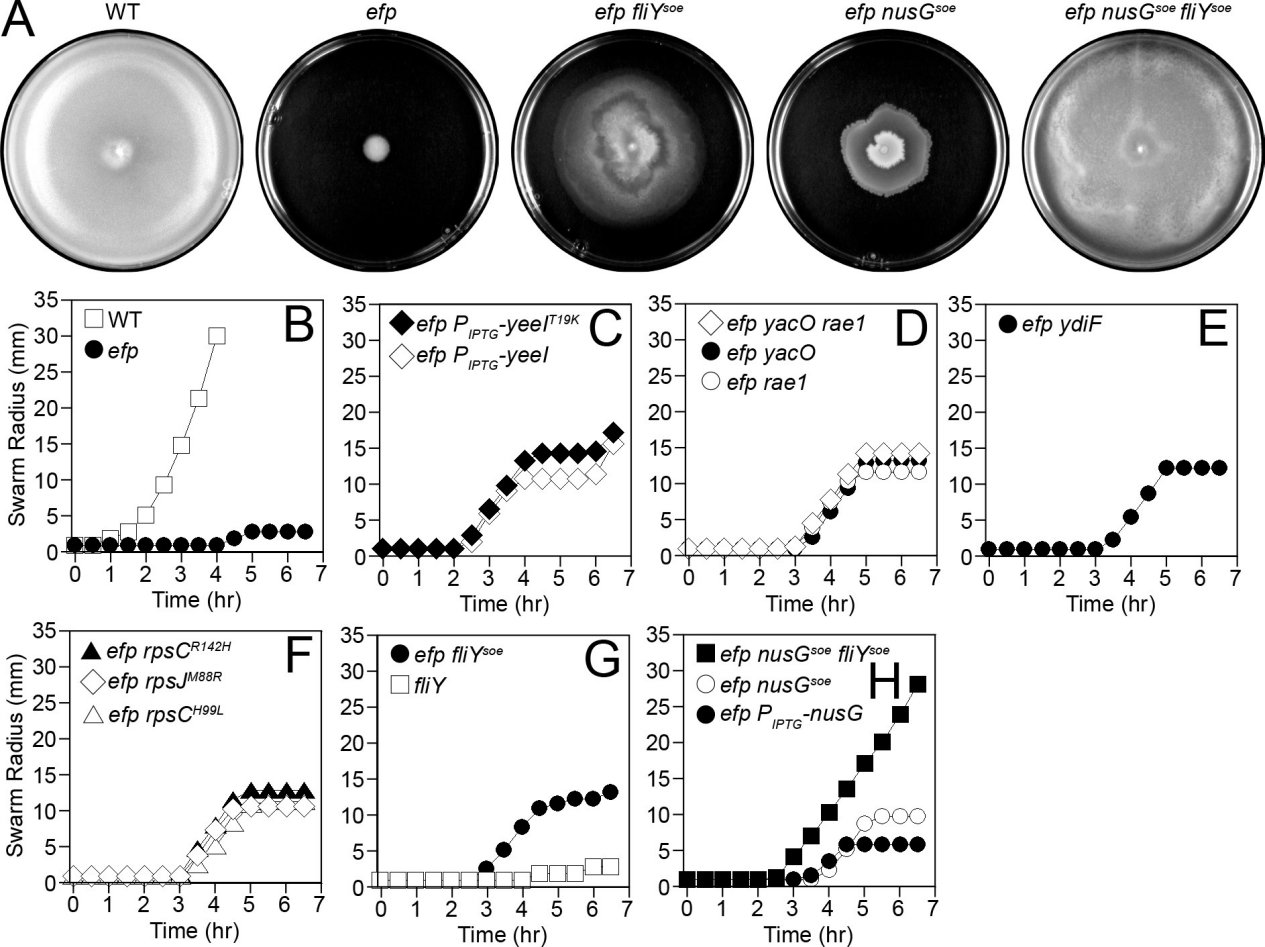
The *efp* mutant swarming defect can be genetically suppressed. Panel A) Top views of centrally inoculated swarm plates incubated overnight at 37°C and imaged against a black background. Zones of colonization appear light grey. The following strains were used to generate the panel: WT (DK1042), *efp* (DK2050), *efp fliY*^*soe*^ (DK5518), *efp nusG*^*soe*^ (DK5955), and *efp nusG*^*soe*^ *fliY*^*soe*^ (DK6640). Panels B-H) Quantitative swarm expansion assays in which mid-log phase cultures were concentrated and used to inoculate swarm agar plates. Swarm expansion was monitored along the same axis every 30 min for 6.5 hrs. Each data point represents the average of three replicates and the raw values can be found in S2 Table. The following strains were used as the inoculum: B) WT (DK1042) and *efp* (DK2050). C) efp *P*_*IPTG*_-*yeeI*^*T19K*^ (DK2779) and *efp P*_*IPTG*_-*yeeI* (DK2777). D) *efp yacO rae1* (DK5415), *efp yacO* (DK5413), and *efp rae1* (DK5414). E) *efp ydiF* (DK4093). F) *efp rpsC*^*R142H*^ (DK6656), *efp rpsJ*^*M88R*^ (DK6657), and *efp rpsC*^*H99L*^ (DK6656). G) *efp fliY*^*soe*^ (DK5518) and *fliY* (DK1481). H) *efp nusG*^*soe*^ *fliY*^*soe*^ (DK6640), *efp nusG*^*soe*^ (DK5955), and *efp P*_*IPTG*_-*nusG* (DK5412).

**Table 1:** Suppressors of *efp* (*soe*).

Suppressor	Genotype^1^
**Class I- mutations in *yeeI***	
***soe2***	*P*_*yeeI*_ TCGAAA > TTGAAA (-35 element)
***soe5***	*P*_*yeeI*_ TCGAAA > TTGAAA (-35 element)
***soe10***	*P*_*yeeI*_ TCGAAA > TTGAAA (-35 element)
***soe19***	*P*_*yeeI*_ TCGAAA > TTGAAA (-35 element)
***soe21***	*P*_*yeeI*_ TCGAAA > TTGAAA (-35 element)
***soe28***	*P*_*yeeI*_ TCGAAA > TTGAAA (-35 element)
***soe29***	ACG > AAG (YeeI^T19K^)
**Class II- mutations in the *yacO/rae1* operon**	
***Subclass A- Mutations in yacO***	
***soe11***	Frameshift at nucleotides 274–281 A^7^ > A^8^
***soe15***	Frameshift at nucleotides 274–281 A^7^ > A^6^
***soe20***	Frameshift at nucleotides 274–281 A^7^ > A^6^
***soe26***	Deletion of nucleotides 609–613
***Subclass B- Mutations in rae1***	
***soe7***	Frameshift at nucleotides 183–189 A^6^ > A^7^
***soe9***	CGG > CCG (Rae1^R166P^)
***soe13***	Deletion of nucleotides 469–473
**Class III- mutations in *ydiF***	
***soe12***	Duplication of nucleotides 1073–1077
***soe16***	Duplication of nucleotides 814–873
***soe18***	AAA > GAA (YdiF^K366E^)
***soe22***	AAC > CAC (YdiF^N464H^)
***soe23***	TAC > TAA (YdiF^Y246STOP^)
**Class IV- mutations in ribosomal proteins**	
***Subclass A- Mutations in S3***	
***soe1***	CGT > CAT (S3^R142H^)*
***soe3***	CAC > CTC (S3^H99L^)^†^
***Subclass B—Mutations in S10***	
***soe24***	ATG > AGG (S10^M88R^)
**Class V- mutations in *fliY***	
***soe8***	TCA > GCA (FliY^S164A^)
**Class VI–mutations in *nusG***	
***soe17***	AAC > AGC (NusG^N21S^)

Suppressor of *efp* (*soe*) genoytpes.

^1^The wild type sequence is listed prior to the greater than sign, which is followed by the mutant sequence. No additional mutations were identified unless otherwise indicated.

*Mutations at genome position 26,502 (C > T) between *tadA* and *dnaX* and position 302,890 (A > G) between *iscS* and *braB* were also detected.

^†^An additional missense mutation encoding NrdI^K74E^ (AAG > GAG) was also detected

#### Class I *soes*–increased expression of YeeI

Class I mutations were identified by transposon-linked SPP1 generalized phage transduction mapping and subsequent candidate gene sequencing. The seven class I *soes* were located in the *yeeI* locus, which encodes YeeI, a conserved protein of unknown function that has been connected to either transcription and/or translation in Bacteria and Eukaryotes, respectively (Table 1; S1A Fig, S2 Fig) [40,41]. Six class I *soes* introduced identical mutations in a putative -35 region of a potential σ^A^-dependent promoter (*P*_*yeeI*_*)*, mutating it closer to the σ^A^ consensus sequence (Table 1, S1A Fig). β-galactosidase activity was observed when wild type *P*_*yeeI*_ was cloned upstream of *lacZ* and when the *soe* mutation was incorporated in the reporter construct, the expression increased (S3 Fig). To test if increasing expression of *yeeI* was sufficient to suppress *efp*, the *yeeI* open reading frame was cloned under the control of an IPTG-inducible promoter, introduced into the *efp* mutant background, and swarming motility was monitored in the presence of IPTG. While the *efp* mutant was incapable of moving from the site of inoculation, *efp P*_*IPTG*_*-yeeI* was able to swarm at a rate similar to the class I suppressors (Fig 5C). The final class I *soe* was a missense mutation in the *yeeI* open reading frame (YeeI^T19K^) (Table 1, S1A Fig). We infer that the *yeeI*^*T19K*^ allele acts to similarly increase YeeI levels as no additive effect on swarming motility was observed when *yeeI*^*T19K*^ was overexpressed from an IPTG-inducible promoter (Fig 5C). We conclude that class I *soes* suppress *efp* by increasing expression of YeeI.

#### Class II *soes*–loss-of-function mutations in *yacO* and *rae1*

Class II mutants were identified by Illumina whole genome sequencing and subsequent sequencing of candidate genes. All seven class II *soes* fell within two adjacent co-transcribed genes that encode the conserved 23S RNA methyltransferase homolog YacO and the ribosome-associated endonuclease Rae1 (Table 1, S1B Fig; S2 Fig) [42]. Most of the mutations introduced frameshifts to one or the other of the open reading frames, but one *soe* introduced a missense mutation in Rae1^R166P^ (Table 1). Consistent with class II *soes* resulting in loss-of-function of either YacO or Rae1, insertion/deletion of either open reading frame was sufficient to suppress *efp* (Fig 5D). Further, mutation of either gene appeared to affect the same pathway, as double mutation of *yacO* and *rae1* was not additive and phenocopied either single mutant alone (Fig 5D). We conclude that class II *soes* suppress *efp* by disrupting YacO or Rae1 activity.

#### Class III *soes*–loss-of-function mutations in *ydiF*

Class III mutants were identified by Illumina whole genome sequencing and subsequent sequencing of candidate genes. The five class III *soes* were located in the *ydiF* locus, encoding YdiF, a conserved putative ATP binding protein that resembles ribosome associated ATPases (Table 1, S1C Fig; S2 Fig) [43]. Each class III mutation likely conferred a loss-of-function in YdiF as two introduced frameshift mutations, one introduced a nonsense mutation, and the final two introduced missense mutations (YdiF^K366E^, YdiF^N464H^) into the *ydiF* open reading frame (Table 1). Consistent with all class III *soes* resulting in loss-of-function of *ydiF*, insertion/deletion mutation of *ydiF* was sufficient to suppress *efp* (Fig 5E). We conclude that class III *soes* suppress *efp* by disrupting YdiF activity.

#### Class IV *soes*–mutations in ribosomal proteins

Class IV mutants were identified by Illumina whole genome sequencing. The three class IV *soes* were missense mutations within the genes *rpsC* and *rpsJ* that encode the conserved ribosome protein subunits S3 and S10, respectively (Table 1, Fig 5F; S2 Fig). In the case of the missense mutation in *rpsJ* (S10^M88R^), whole genome sequencing showed no other mutation in the chromosome. Both *rpsC* mutants however, had additional unlinked mutations (Table 1). Attempts to directly establish linkage between the *rpsC* and *rpsJ* alleles and suppression of the *efp* motility phenotype were unsuccessful as the complex arrangement of other essential genes in the long operon did not permit insertion of a plasmid for loop-in-loop-out allelic replacement. Despite an inability to conclusively demonstrate linkage, we nonetheless infer that the mutations in *rpsJ* and *rpsC* confer an altered function as both gene products are essential [44–46]. Ribosome protein S3 is an RNA helicase thought to unwind the mRNA transcript, while protein S10 interacts with the P-site tRNA as well as the transcriptional anti-termination factor NusG [47–50]. In sum, suppressor classes I-IV support a model in which EF-P promotes swarming motility either through protein translation or through some other ribosome-associated function.

### EF-P enhances translation of FliY

#### Class V *soe*–mutation in *fliY*

The one class V mutant was identified by Illumina whole genome sequencing and was found to contain a missense mutation in the *fliY* locus (*fliY*^*S164A*^), encoding the flagellar C-ring component FliY within the *fla/che* operon (Table 1, Fig 5G) [51–53]. FliY could be the target of EF-P activity that accounts for the swarming motility defect in the *efp* mutant background as FliY is a structural component of flagella and the mutated Ser164 immediately precedes two consecutive proline residues of an SPP motif (Fig 1B and 1C). Consistent with being a potential target, mutation of FliY abolished swarming motility and reduced flagellar hook numbers similar to that observed in cells mutated for *efp* (Fig 5G, Fig 2A). Whereas cells mutated for *efp* had abundant FliM-GFP puncta, cells mutated for *fliY* had few to none (Fig 2A). We infer that FliY is essential for stabilizing the FliM-GFP reporter construct at flagellar basal bodies, and that the lack of EF-P may reduce but not abolish FliY expression. We predict that the phenotype of the *efp* mutant may, at least in part, be the result of a reduction in FliY protein levels.

To determine whether FliY levels were reduced in the absence of EF-P, quantitative Western blot analysis was performed on lysates of exponentially-grown *B*. *subtilis* using an antibody raised against the FliY protein and an infra-red based detection system. A standard curve was generated with purified FliY protein that was diluted with a cell lysate of a *fliY* mutant to maximize transfer similarity to the whole cell lysates with which it would be compared. Cells mutated for *efp* had a fifty percent reduction in FliY proteins per cell whereas the number of another C-ring protein, FliG, was only slightly diminished, despite the fact that both genes are encoded in the same operon (Fig 1A, Fig 6A and 6B). Moreover, the *fliY*^*soe*^ allele increased the number of FliY molecules in the absence of EF-P to a number similar to wild type (Fig 6A). We conclude that there is a specific reduction of FliY protein levels in the absence of EF-P. We infer that in the absence of EF-P, the shortage of FliY results in a flagellar subpopulation with incomplete C-rings that fail to become active for early-class secretion and fail to synthesize hooks.

**Fig 6:**
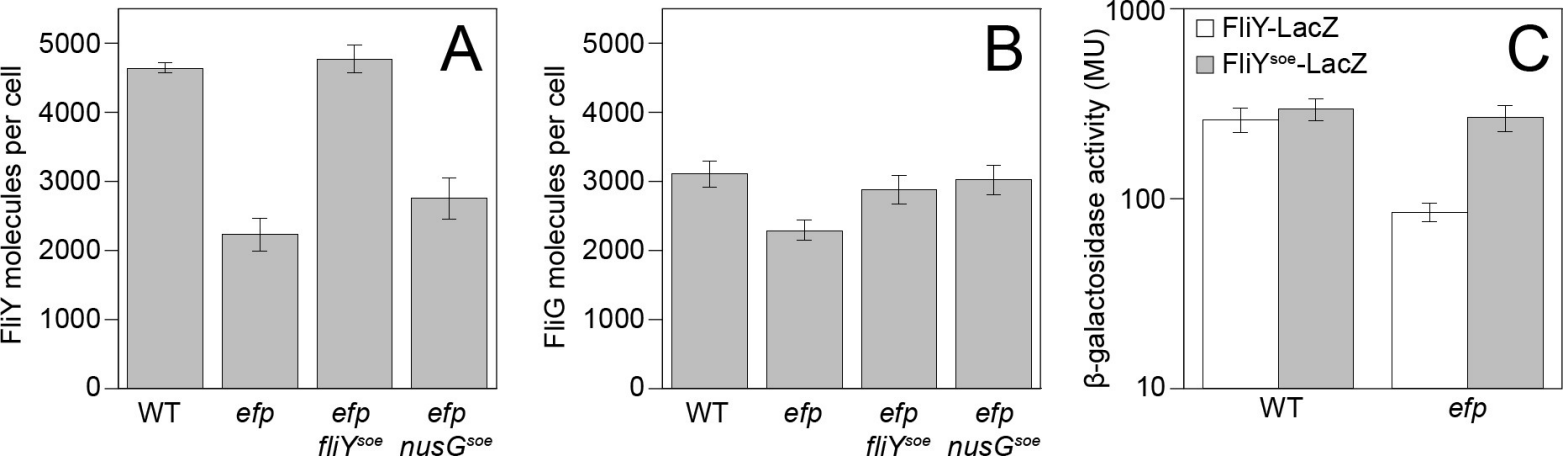
EF-P enhances the translation of FliY. Panels A-B) Quantitative Western blot analysis of FliY and FliG. Error bars indicate the standard deviation of 3 biological replicates and the raw values can be found in S2 Table. The following strains were used to generate these panels: WT (DK1042), *efp* (DK2050), *efp fliY*^*soe*^ (DK5518), and *efp nusG*^*soe*^ (DK5955). Panel C) β-galactosidase activity reported in Miller Units (MU) of a translational fusion of *lacZ* to *fliY*. Error bars indicate the standard deviation of 3 biological replicates and the raw values can be found in S2 Table. The following strains were used to generate this panel: WT *fliY-lacZ* (DK5185), *efp fliY-lacZ* (DK5186), WT *fliY*^*soe*^*-lacZ* (DK5168), and *efp fliY*^*soe*^*-lacZ* (DK5169).

One way in which EF-P might increase FliY abundance is by potentiating translation of the *fliY* transcript. In wild type ribosome profiling, a substantial pause site was observed at FliY codons 167–169 (Fig 7A and 7B). In the *efp* mutant, however, this peak was expanded to include the SPP motif codons 165–166 (Fig 7C and 7D). Further, two additional peaks appeared centered on codons 146–151 and 155–158, perhaps consistent with ribosome accumulation upstream of the SPP motif due to ribosome queuing [10] (Fig 7C and 7D). The *fliY*^*soe*^ suppressor mutation not only reduced ribosome pausing at proline codon 165 but also eliminated the upstream peaks attributed to ribosome accumulation (Fig 7E and 7F). Finally, mutation of *efp* reduced expression from a FliY translational fusion to LacZ and expression was increased to wild type levels when the reporter also encoded the *fliY*^*soe*^ mutation (Fig 6C). The *fliY*^*soe*^ suppressor allele did not, however, increase expression of the *P*_*hag*_*-lacZ* transcriptional reporter in the *efp* mutant (Fig 3). We conclude that EF-P specifically reduces ribosome pausing at FliY proline 165 to increase FliY translation to levels necessary to partially support swarming, but that EF-P may also promote swarming by additional mechanisms.

**Fig 7:**
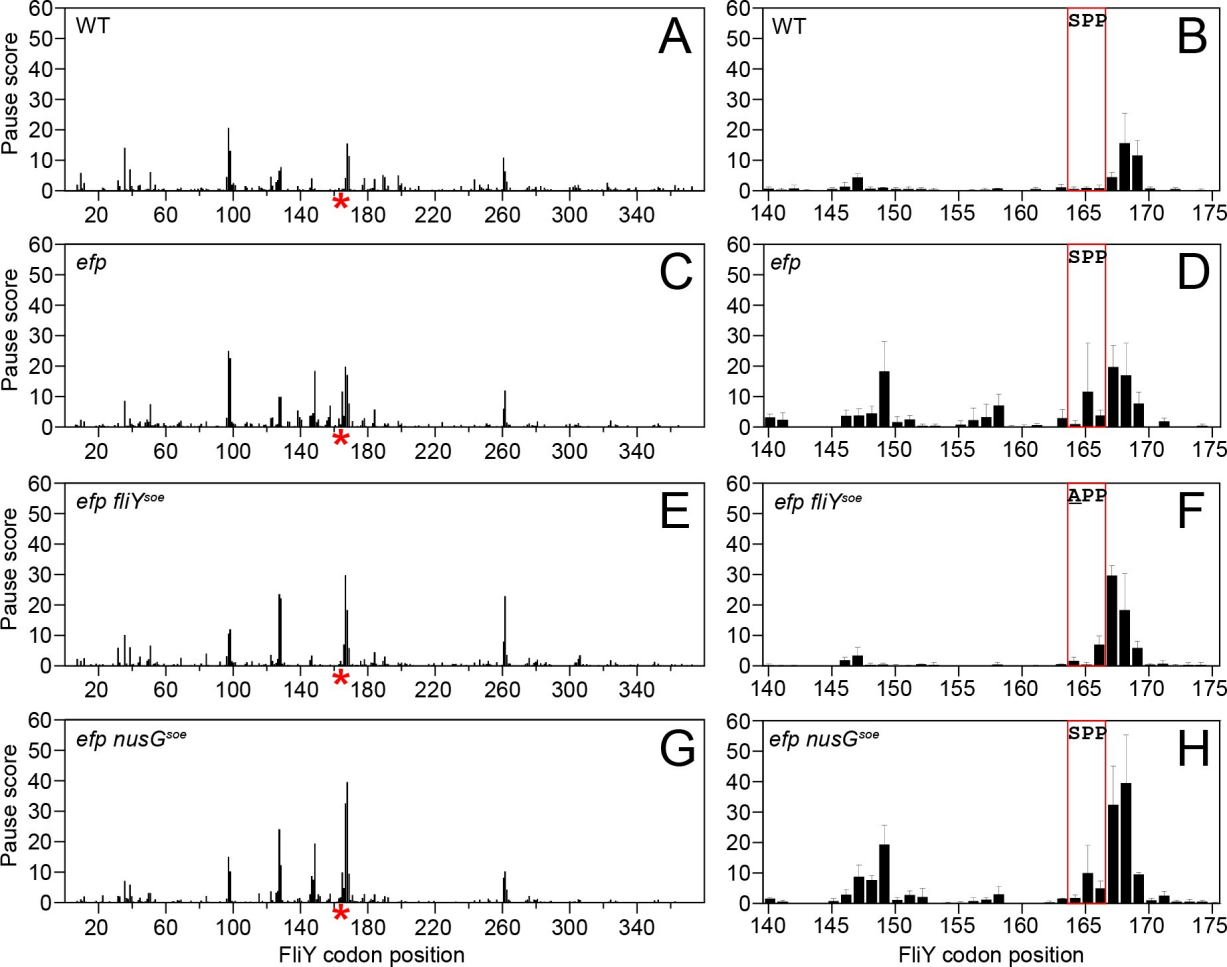
EF-P alleviates ribosome pausing at FliY^SPP^. Panels A, C, E, G) Average ribosome profiling pause scores of each codon within the FliY open reading frame. The position of the SPP motif is indicated by a red asterisk on the X-axis. Panels B, D, F, H) Average pause scores for FliY codons 145–175. The box indicates the location of the SPP motif. Error bars indicate the standard deviation of 3 biological replicates. The following strains were used to generate this figure: WT (DK1042), *efp* (DK2050), *efp fliY*^*soe*^ (DK5518), and *efp nusG*^*soe*^ (DK5955).

### EF-P promotes σ^D^ activity independent of FliY

#### Class VI *soe*–mutation in *nusG*

The one class VI mutant was identified by Illumina whole genome sequencing and was found to contain a missense mutation in the *nusG* locus (*nusG*^*N21S*^), encoding the conserved transcription elongation factor NusG (Table 1, S2 Fig) [54,55]. Linkage was confirmed when the *nusG*^*soe*^ allele was independently generated by allelic replacement and demonstrated to restore swarming to the *efp* mutant (Fig 5H). *nusG*^*soe*^ is likely not a loss-of-function mutation as an insertion/deletion mutation of *nusG* did not rescue swarming in the absence of EF-P (S1D Fig). Instead, *nusG*^*soe*^ may be a gain-of-function mutation, as overexpression of *nusG* from an IPTG-inducible promoter was also sufficient to partially rescue swarming motility to the *efp* mutant (Fig 5H). We conclude that the class VI suppressor causes either a gain or a change of function in NusG.

To determine whether NusG^soe^ suppressed the absence of EF-P in a manner similar to class V *soe* mutations, quantitative Western blot analysis was conducted using an anti-FliY antibody. Unlike the FliY^soe^ allele, NusG^soe^ did not substantially increase FliY protein levels (Fig 6A). Moreover, ribosome profiling indicated that pausing was similar across the genome in both the *efp* and *efp nusG*^*soe*^ mutant, and the specific pattern of pausing at FliY^SPP164-166^ was unaltered (Fig 7G and 7H). Instead, *nusG*^*soe*^ increased *P*_*hag*_*-lacZ* expression compared to the *efp* mutant alone (Fig 3). We conclude that the *nusG*^*soe*^ allele does not rescue swarming motility in the absence of EF-P by increasing FliY levels, and suppression was instead correlated with an increase in *P*_*hag*_ expression.

*P*_*hag*_ is a member of the σ^D^ regulon and to determine whether the *P*_*hag*_ expression defect in the *efp* mutant was specific to that promoter, RNA sequencing analysis was performed on the same lysates used for ribosome profiling. 

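RNA was sequenced from 12 cultures, 3 each of wild type, the *efp* deletion mutant, and the *efp* mutant carrying either the *fliY* soe or the *nusG* soe suppressor allele. Cultures of 300 mL were grown in LB at 37°C to an OD_600_ of 0.3 to 0.4. Libraries were made with the ScriptSeq method and read from 1 end. For each library the authors deposited the expected count of each of 4296 genes, which is the number of reads that RSEM assigns to a gene after sharing out reads that match several genes, together with its TPM. The expected counts summed to between 2853590 and 3872556 per library in wild type (median 3546319), 2825275 and 3224981 in *efp* (median 3032326), 2395888 and 2833720 in *efp fliY* soe (median 2581683), and 2636143 and 2875904 in *efp nusG* soe (median 2794226). The *efp* gene (B4U62_13225) was present at 971 to 1223 TPM in the wild type libraries and at no more than 6 expected counts in any of the 9 libraries with the deletion. With a floor of 3 counts per library, *efp* RNA was 681-fold lower in *efp*, 793-fold lower in *efp fliY* soe and 846-fold in *efp nusG* soe. These values are not strict lower bounds, since the counting error of counts above 0 is not covered. Expected counts were rounded to whole numbers, scaled by edgeR's TMM method and tested with edgeR's quasi-likelihood test over the 3419 genes that passed its filter on low counts. The replicate letter entered the fit as a block. Over all 12 libraries, the spread left after strain and letter were fitted came to a coefficient of variation of 12.1%. This is 1 value common to all genes, and it leaves out differences between letters. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05. A count of 0 allows up to 3 counts, or 0.775 to 1.25 CPM depending on the library, and this limit covers counting error only.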

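All 48 genes that the paper lists for the σ D regulon passed the filter on low counts. Each of the 48 was called lower in the *efp* mutant than in wild type by edgeR's quasi-likelihood test, over all genes tested and adjusted over the list alone, and each was lower in TMM-scaled CPM in all 3 pairs of libraries with the same replicate letter. The TPMs of these genes had been seen in S8 Table before the test. The median log2 fold change of the regulon was -1.47, with single genes between -2.45 and -0.63. As a set, the regulon was lower with an adjusted p of 1.8e-06 in the fry rotation test, 1 of 11 set tests made. The decrease was largest for *hag* (B4U62_19050), which encodes flagellin, with a log2 fold change of -2.45 (standard error 0.15, edgeR adjusted p = 1.8e-07). The TPM of *hag* was 17413 ± 3438 (SD, n = 3) in wild type and 3283 ± 510 (SD, n = 3) in *efp*. The expected count of *hag* was not whole in 10 of the 12 libraries, so a part of its reads was shared with other genes. The decrease was smallest for *minJ* (B4U62_18975), with a log2 fold change of -0.63. *motB* (B4U62_07550) changed by -1.59 (standard error 0.11, edgeR adjusted p = 3.4e-07). The gene for σ D itself, *sigD* (B4U62_08995), is not in the list and was not called, with a log2 fold change of -0.25 (standard error 0.13, edgeR adjusted p = 0.20). Without the replicate block, 46 regulon genes were called. The paper used these libraries to ask whether the reduced expression was particular to the *P*_*hag*_ promoter.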

Comparative transcriptomics indicated that there was a global decrease in expression of the σ^D^ regulon in the *efp* mutant compared to wild type (Fig 8, S8 Table) [33,56,57]. 

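Relative to the *efp* mutant, 42 of the 48 genes of the σ D regulon were called higher in *efp nusG* soe by edgeR's quasi-likelihood test, and 45 when adjusted over the list alone. All 48 were higher in TMM-scaled CPM in each of the 3 pairs of libraries with the same replicate letter. In TPM, *flgM* (B4U62_19085) was not higher in letter B (120 against 124). The median log2 fold change was 0.78 (fry set test, adjusted p = 2.8e-05), and single genes lay between 0.20 for *minJ* and 1.34 for *yviE* (B4U62_19065). Without the replicate block, 35 genes were called. The log2 fold change of *hag* was 1.22 (standard error 0.14, edgeR adjusted p = 0.00026), and *flgM* and *swrA* (B4U62_18980) were not called, at 0.23 and 0.30 (edgeR adjusted p = 0.34 and 0.22).
In *efp fliY* soe, 0 of the 48 genes were called higher than in *efp* by edgeR, 3 had an unadjusted p under 0.05, and 1 was called when adjusted over the list alone. DESeq2 called 1 gene and limma on log2 TPM called 0. The median log2 fold change was 0.084 with 35 of 48 genes above 0 (fry set test, adjusted p = 0.34). The camera test with its preset correlation called this small shift (adjusted p = 0.0025), but it was called neither by fry nor by camera with an estimated correlation (adjusted p = 0.43). In this comparison camera with its preset correlation also called the *fla/che* operon, but as lower (adjusted p = 0.036). Neither fry nor camera with an estimated correlation called the operon. The other σ D regulon calls held under all 3 tests. The log2 fold change of *hag* was 0.23 (standard error 0.14, edgeR adjusted p = 1.00). With 1 library left out it ran from 0.088 to 0.32.
Tested directly against each other, *efp nusG* soe had 39 regulon genes called higher than *efp fliY* soe, with a median log2 fold change of 0.71 (fry set test, adjusted p = 2.8e-05), and 47 when adjusted over the list alone.

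**Figure D1:**
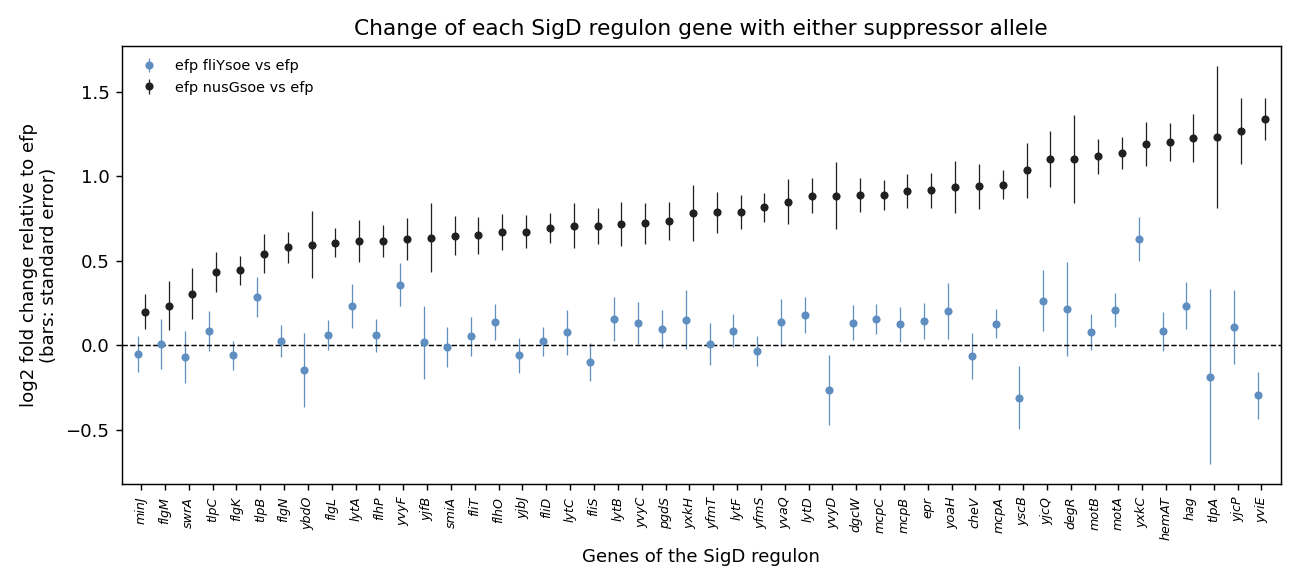
Log2 fold change of each of the 48 σ D regulon genes relative to the *efp* mutant in *efp fliY* soe (blue) and in *efp nusG* soe (black), with the genes ordered by the value in *efp nusG* soe. Points are edgeR estimates from 3 libraries per strain and bars are standard errors derived from the quasi-likelihood F statistic. The black points lie between 0.20 and 1.34 and the blue points between -0.31 and 0.63.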

Introduction of the *nusG*^*soe*^ allele, but not the *fliY*^*soe*^ allele, to the *efp* mutant background increased expression of the majority of σ^D^-dependent genes (Fig 8, S8 Table). An increase in σ^D^-dependent gene expression was not sufficient to rescue swarming to the *efp* mutant however, as *efp* mutants that lacked FlgM and/or overexpressed σ^D^ did not swarm (S1E Fig). Thus, we infer that the increase in σ^D^-dependent gene expression in the *nusG*^*soe*^ allele is an indirect consequence of the mechanism of swarming suppression. Whatever the mechanism of *nusG*^*soe*^ suppression, it appears to be in a pathway parallel to that of *fliY*^*soe*^ as an *efp* mutant expressing both alleles simultaneously exhibited swarming motility that was greater than either alone (Fig 5A and 5H). We conclude that EF-P promotes swarming by enhancing FliY translation and by a second, NusG-mediated mechanism.

**Fig 8:**
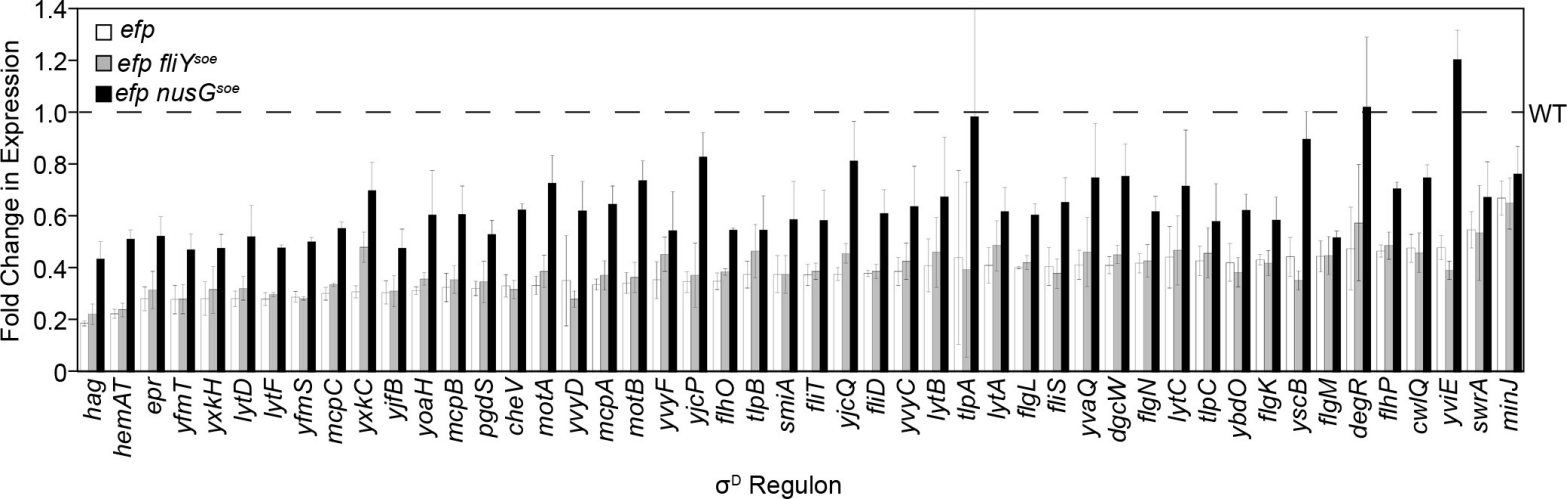
σ^D^-dependent gene expression decreases in the absence of EF-P. Fold change in expression detected by RNA sequencing of genes in the σ^D^ regulon relative to wild type. The levels of expression in wild type are indicated by a dashed line. Error bars represent the standard deviation of 3 biological replicates. The following strains were used to generate this figure: WT (DK1042), *efp* (DK2050), *efp fliY*^*soe*^ (DK5518), and *efp nusG*^*soe*^ (DK5955).

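The ratio of TPM to wild type was computed for each of the 48 genes within each replicate letter and averaged over the 3 letters. Its median over the genes was 0.378 in *efp*, 0.390 in *efp fliY* soe and 0.621 in *efp nusG* soe. The medians of the single letters A, B and C were 0.412, 0.343 and 0.336 in *efp*, 0.431, 0.372 and 0.366 in *efp fliY* soe, and 0.721, 0.555 and 0.568 in *efp nusG* soe. The lowest ratio belonged to *hag* in each strain, at 0.19 ± 0.0091 (SD, n = 3) in *efp*, 0.225 ± 0.039 (SD, n = 3) in *efp fliY* soe and 0.439 ± 0.066 (SD, n = 3) in *efp nusG* soe. The highest belonged to *minJ* in *efp* (0.672 ± 0.066, SD, n = 3) and *efp fliY* soe (0.652 ± 0.098, SD, n = 3), and to *yviE* in *efp nusG* soe (1.21 ± 0.11, SD, n = 3). The mean ratio in *efp nusG* soe was above that in *efp* and above that in *efp fliY* soe for 48 of 48 genes, and the ratio in *efp fliY* soe was above that in *efp* for 35 of 48. Taking the ratio of the means of the 3 libraries gave medians of 0.371, 0.385 and 0.609 in the same order of strains.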

## Discussion

Translation elongation factor P (EF-P) is conserved in all domains of life and has been shown to alleviate ribosome pausing at a subset of sequences encoding tandem proline residues (XPPX motifs) [8,10,58]. In many organisms, EF-P is required for growth, presumably because it enhances translation of one or more XPPX-containing essential proteins, the ValS aminoacyl-tRNA synthetase in particular [4–6,59]. In *B*. *subtilis* however, *efp* mutants have negligible growth defects and instead are specifically incapable of a flagellar-mediated surface motility called swarming [12,13,39]. We show here that *B*. *subtilis* EF-P alleviates ribosome pausing at XPPX motifs in a manner nearly indistinguishable from other organisms. We further attribute the *efp* mutant swarming defect to a decrease in flagellar number at the level of flagellar hook biosynthesis, and we analyze spontaneous suppressor mutants that restore swarming motility. Many of the suppressors were in ribosome subunits or ribosome-associated factors and were likely compensatory. One suppressor mutant, however, was in the motility target of EF-P and changed a ribosome pause-inducing SPP motif to APP in the flagellar C-ring component, FliY.

FliY is homologous to the protein FliN found in the flagellar C-ring of other bacteria, and the *efp* mutant flagellar assembly defect is consistent with FliY being a motility-related EF-P target [24,60]. A *fliY* deletion does not perfectly phenocopy mutation of *efp*, as FliY is necessary for flagellar C-ring assembly and all forms of flagellar motility, whereas the *efp* mutant has wild type basal body numbers and can swim but not swarm (Fig 2A) [13]. Moreover, the *fliY* mutant lacks flagellar filaments whereas the *efp* mutant does not, perhaps because FliY, like FliN, may be a docking point for the late class flagellar secretion protein FliH (Fig 2) [61,62]. The absence of EF-P instead increases ribosome pausing and decreases FliY copy number, thereby reducing the frequency of flagella that complete basal body assembly and activate early-class type III secretion [24].

Why EF-P is needed to specifically relieve translational pausing of FliY is unclear. The need for EF-P may be unavoidable as the SPP motif falls within a highly conserved sequence of residues that are nearly invariant. The FliY^soe^ allele in otherwise wild type cells, however, exhibited nearly wild type levels of swarming motility suggesting that an EF-P-independent variant is indeed tolerated (Fig 1C, S1F Fig). Alternatively, EF-P pausing relief may play a regulatory role. While EF-P in *B*. *subtilis* is constitutively expressed, it is post-translationally modified by 5-aminopentanolylation which is predicted to be built through the sequential maturation of at least 3 EF-P modification intermediates [63]. Moreover, previous work has shown that the modification state of *B*. *subtilis* EF-P alters its activity and therefore may represent a method of regulating EF-P function [39,63]. We note that while FliN of *E*. *coli* does not encode an XPPX motif, translational pausing in the absence of EF-P is nonetheless conserved at a series of four consecutive valine residues, perhaps indirectly due to increased ribosome pausing in ValS and a concomitant decrease in tRNAs charged with valine (S4 Fig) [10].

Suppression of the *efp* mutant swarming defect could be achieved through mutation of 7 additional loci, many of which are broadly conserved and could be readily related to the translational machinery (S2 Fig, S7 Table). The location of these additional suppressors may provide insight into the mechanism by which EF-P promotes translation in diverse organisms. Homologs of YeeI are highly conserved and poorly studied, but one YeeI homolog in humans, TACO1, has been implicated in activating the translation of Cox1, which contains 4 XPPX motifs [41]. YdiF is a broadly conserved member of the ABC-F family of ATPases which comprises many proteins known to interact with the ribosome such as EF-3 in Eukaryotes and EttA in *E*. *coli* [43]. YacO is homologous to RlmB in *E*. *coli*, a highly conserved protein that methylates the 23S rRNA guanosine G2251 within the ribosomal peptidyltransferase domain [64]. Rae1 has been recently shown to act as a ribosomal A-site endoribonuclease, and it was hypothesized that ribosome stalling may increase its access to its mRNA substrate and thereby increase its activity [42]. Finally, S3 and S10 are components of the small subunit of the ribosome itself: S3 is involved in mRNA processivity and S10 is involved in binding to the P-site tRNA [48,50]. Further, the residue altered by *soe24* (S10^M88R^) has been implicated in the direct interaction with the last protein identified by *efp* suppressor analysis, NusG [49].

NusG couples transcription and translation in *E*. *coli* by binding both RNA polymerase and the leading ribosome on the transcript to promote transcriptional elongation [47,49]. In *B*. *subtilis*, however, NusG is thought to do the opposite and promote transcriptional pausing [65,66]. In *E*. *coli*, NusG also binds to the ribosome but whether it does so in *B*. *subtilis* and how the *nusG*^*soe*^ allele suppresses the *efp* swarming defect is unclear [47,49]. 

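In the *efp nusG* soe strain, 42 of the 48 σ D regulon genes were called lower than in wild type by edgeR's quasi-likelihood test, against 48 of 48 in *efp fliY* soe. The median log2 fold change from wild type was -0.73 in *efp nusG* soe and -1.42 in *efp fliY* soe. The filament gene *hag* took 0.966% to 1.33% of all expected counts in the 3 *efp nusG* soe libraries, 0.386% to 0.578% in the 3 *efp* libraries and 1.87% to 3.11% in the 3 wild type libraries. Its log2 fold change from wild type in *efp nusG* soe was -1.23 (standard error 0.14, edgeR adjusted p = 9.0e-05). The *yviE* gene was the only member of the list with a log2 fold change from wild type above 0 in this fit in *efp nusG* soe, at 0.24, and it was not called (edgeR adjusted p = 0.16). Without the replicate block, 34 regulon genes were called lower than in wild type in *efp nusG* soe.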

NusG^soe^ appears to be a gain-of-function allele that does not increase FliY protein levels but rather increases the expression of σ^D^-dependent late-class flagellar genes, including the flagellar filament (Fig 3, Fig 8). The increase in σ^D^ -dependent gene expression, however, is likely an indirect effect of suppression as artificial activation of σ^D^ was insufficient to restore swarming to the *efp* mutant (S1E Fig). While the mechanism by which NusG^N21S^ suppresses the *efp* mutant swarming defect is unknown, it appears to operate in parallel to the alleviation of ribosome pausing in FliY, as the *nusG*^*soe*^ and *fliY*^*soe*^ alleles synergized to enhance swarming in the *efp* mutant background (Fig 5H). The majority of flagellar genes including both *fliY* and *sigD* are encoded on what is thought to be a single transcript from the 27kb 32 gene *fla/che* operon (Fig 1) [67–70]. Perhaps NusG is somehow involved in the expression of long transcripts.

Ultimately, EF-P alleviates ribosome pausing at some but not all XPPX motifs, and the context that causes a particular primary sequence to trigger stalling is unclear. For example, cells fail to swarm when ribosomes pause at an SPP motif in the *fliY* transcript and swarming is restored by substitution to a APP motif, another site that also experiences strong pausing elsewhere in the genome. Moreover, even in situations where ribosome pausing is severe, there may or may not be phenotypic consequences. For example, ribosomes also pause at and accumulate upstream of a PPP motif in the *valS* transcript but little to no growth defect is observed, and unlike the case in *E*. *coli*, pauses at valine residues are not enriched in *B*. *subtilis* (S5 Fig, Compare Fig 3B to S4D Fig). Thus, one cannot predict whether ribosomes pause at particular motifs by bioinformatics, and it may be difficult to predict the phenotypes of *efp* mutants simply from ribosome profiling data sets.

Our work supports previous observations in *E*. *coli* that the phenotypic effect of EF-P may be most significant for pauses in proteins for which relative stoichiometry is important. For example, EF-P-alleviated pausing has been shown to be important for the maintenance of subunit ratio for the F_1_F_0_ ATPase [8,71]. Moreover, EF-P relieves translational pausing within CadC, a transcriptional activator that is antagonized by direct interaction with LysP [3]. Thus translational pausing creates a stoichiometric imbalance and results in constitutive antagonism of CadC and deactivation of the CadC transcriptional target [3]. Here we provide evidence that EF-P supports synthesis of the protein FliY, which when in stoichiometric deficiency limits the cells ability to complete flagellar basal body biosynthesis, increase flagellar number, and perform swarming motility. We broadly speculate that biological systems which depend on stoichiometry may be particularly sensitive to translational pausing and thus display enhanced phenotypic dependency on EF-P.

## Methods

### Strains and growth conditions

*B*. *subtilis* and *E*. *coli* strains were grown in lysogeny broth (LB) (10 g tryptone, 5 g yeast extract, 5 g NaCl per L) or on LB plates fortified with 1.5% Bacto agar at 37°C. When appropriate, antibiotics were included at the following concentrations: 100 μg/ml ampicillin, 10 μg/ml tetracycline, 100 μg/ml spectinomycin, 5 μg/ml chloramphenicol, 5 μg/ml kanamycin, and 1 μg/ml erythromycin plus 25 μg/ml lincomycin (*mls*). Isopropyl β-D-thiogalactopyranoside (IPTG, Sigma) was added to the medium at the indicated concentration when appropriate. Strain construction and suppressor isolation details are described in the S1 Text. Strains used in this study are listed in Table 2, plasmids are listed in S9 Table, and primers are listed in S10 Table.

**Table 2:** Strains.

Strain	Genotype	Reference
DK480	*swrA*::*kan ΔflgE amyE*::*P*_*fla/che*_*-flgE*^*T123C*^ *cat*	[24]
DK1042	*comI*^*Q12L*^	[72]
DK1053	*efp*::*tet ΔfliM amyE*::*P*_*fla/che*_*-fliM-GFP spec*	
DK1054	*efp*::*tet ΔflgE amyE*::*P*_*fla/che*_*-flgE*^*T123C*^ *cat*	
DK1055	*efp*::*tet Δhag amyE*::*P*_*hag*_*-hag*^*T209C*^ *spec*	
DK1481	*comI*^*Q12L*^ *ΔfliY*	
DK1563	*comI*^*Q12L*^ *ΔfliY ΔflgE amyE*::*P*_*fla/che*_*-flgE*^*T123C*^ *cat*	
DK2050	*comI*^*Q12L*^ *Δefp*	[12]
DK2154	*comI*^*Q12L*^ *ΔfliMY*	
DK2155	*comI*^*Q12L*^ *ΔfliMY amyE*::*P*_*fla/che*_*-fliM-GFP spec*	
DK2365	*comI*^*Q12L*^ *Δefp flgM*::*tet*	
DK2777	*comI*^*Q12L*^ *Δefp amyE*::*P*_*hyspank*_*-yeeI spec*	
DK2779	*comI*^*Q12L*^ *Δefp amyE*::*P*_*hyspank*_*-yeeI*^*T19K*^ *spec*	
DK3180	*comI*^*Q12L*^ *Δefp yeeI*^*soe2*^	
DK4092	*comI*^*Q12L*^ *ydiF*::*kan*	
DK4093	*comI*^*Q12L*^ *Δefp ydiF*::*kan*	
DK5168	*comI*^*Q12L*^ *amyE*::*P*_*fla/che*_*-fliY*^*S164A*^*-lacZ cat*	
DK5169	*comI*^*Q12L*^ *Δefp amyE*::*P*_*fla/che*_*-fliY*^*S164A*^*-lacZ cat*	
DK5185	*comI*^*Q12L*^ *amyE*::*P*_*fla/che*_*-fliY-lacZ cat*	
DK5186	*comI*^*Q12L*^ *Δefp amyE*::*P*_*fla/che*_*-fliY-lacZ cat*	
DK5399	*comI*^*Q12L*^ *yacO*::*tet*	
DK5400	*comI*^*Q12L*^ *rae1*::*tet*	
DK5401	*comI*^*Q12L*^ *yacOrae1*::*tet*	
DK5413	*comI*^*Q12L*^ *Δefp yacO*::*tet*	
DK5414	*comI*^*Q12L*^ *Δefp rae1*::*tet*	
DK5415	*comI*^*Q12L*^ *Δefp yacOrae1*::*tet*	
DK5429	*comI*^*Q12L*^ *amyE*::*P*_*hyspank*_*-nusG spec*	
DK5430	*comI*^*Q12L*^ *nusG*::*spec*	
DK5457	*comI*^*Q12L*^ *amyE*::*P*_*hag*_*-lacZ cat*	
DK5458	*comI*^*Q12L*^ *Δefp amyE*::*P*_*hag*_*-lacZ cat*	
DK5512	*comI*^*Q12L*^ *Δefp amyE*::*P*_*hyspank*_*-nusG spec*	
DK5513	*comI*^*Q12L*^ *Δefp nusG*::*spec*	
DK5518	*comI*^*Q12L*^ *Δefp fliY*^*S164A*^	
DK5523	*comI*^*Q12L*^ *Δefp yacO*^*soe11*^	
DK5524	*comI*^*Q12L*^ *Δefp yacO*^*soe15/20*^	
DK5525	*comI*^*Q12L*^ *Δefp yacO*^*soe26*^	
DK5526	*comI*^*Q12L*^ *Δefp rae1*^*soe7*^	
DK5527	*comI*^*Q12L*^ *Δefp rae1*^*soe9*^	
DK5528	*comI*^*Q12L*^ *Δefp rae1*^*soe13*^	
DK5529	*comI*^*Q12L*^ *Δefp ydiF*^*soe22*^	
DK5530	*comI*^*Q12L*^ *Δefp ydiF*^*soe12*^	
DK5531	*comI*^*Q12L*^ *Δefp ydiF*^*soe23*^	
DK5900	*comI*^*Q12L*^ *Δefp ydiF*^*soe16*^	
DK5901	*comI*^*Q12L*^ *Δefp ydiF*^*soe18*^	
DK5955	*comI*^*Q12L*^ *Δefp nusG*^*N21S*^	
DK5995	*comI*^*Q12L*^ *Δefp swrA*::*kan*	
DK6526	*comI*^*Q12L*^ *fliY*^*S164A*^	
DK6533	*comI*^*Q12L*^ *Δefp yeeI*^*soe28*^	
DK6640	*comI*^*Q12L*^ *Δefp fliY*^*S164A*^ *nusG*^*N21S*^	
DK6655	*comI*^*Q12L*^ *efp*::*tet rpsC*^*soe1*^ 26,502 (C > T) 302,890 (A > G)	
DK6656	*comI*^*Q12L*^*efp*::*tet rpsC*^*soe3*^ *nrdI*^*K74E*^	
DK6657	*comI*^*Q12L*^ *Δefp rpsJ*^*soe24*^	
DK6800	*comI*^*Q12L*^ *Δefp rpsJ*^*soe24*^ *nusG*^*N21S*^	
DK7032	*comI*^*Q12L*^ *swrA*::*kan amyE*::*P*_*hag*_*-lacZ cat*	
DK7033	*comI*^*Q12L*^ *Δefp swrA*::*kan amyE*::*P*_*hag*_*-lacZ cat*	
DK7049	*comI*^*Q12L*^ *Δefp fliY*^*S164A*^ *amyE*::*P*_*hag*_*-lacZ cat*	
DK7050	*comI*^*Q12L*^ *Δefp nusG*^*N21S*^ *amyE*::*P*_*hag*_*-lacZ cat*	
DK7073	*comI*^*Q12L*^ *Δefp flgM*::*tet amyE*::*P*_*hyspank*_*-sigD kan*	
DK7074	*comI*^*Q12L*^ *flgM*::*tet amyE*::*P*_*hag*_*-lacZ cat*	
DK7075	*comI*^*Q12L*^ *Δefp flgM*::*tet amyE*::*P*_*hag*_*-lacZ cat*	
DK7076	*comI*^*Q12L*^ *swrA*::*kan flgM*::*tet amyE*::*P*_*hag*_*-lacZ cat*	
DK7077	*comI*^*Q12L*^ *Δefp swrA*::*kan flgM*::*tet amyE*::*P*_*hag*_*-lacZ cat*	
DK7151	*comI*^*Q12L*^ *amyE*::*P*_*yeeI*_*-lacZ cat*	
DK7152	*comI*^*Q12L*^ *amyE*::*P*_*yeeI*_^*soe2*^*-lacZ cat*	
DS322	*flgM*::*tet*	[30]
DS354	*efp*::*tet*	[13]
DS874	*amyE*::*P*_*hyspank*_*-sigD kan*	[33]
DS793	*amyE*::*P*_*hag*_*-lacZ cat*	[33]
DS1639	*swrA*::*kan*	[73]
DS1919	*Δhag amyE*::*P*_*hag*_*-hag*^*T209C*^ *spec*	[34]
DS2197	*pMarA kan mls*	[74]
DS5348	*ΔfliY*	[30]
DS5628	*ΔfliY amyE*::*P*_*hag*_*-hag*^*T209C*^ *spec*	
DS7673	*ΔflgE amyE*::*P*_*fla/che*_*-flgE*^*T123C*^ *cat*	[35]
DS8521	*ΔfliM amyE*::*P*_*fla/che*_*-fliM-GFP spec*	[31]
DS8600	*ΔswrA ΔfliM amyE*::*P*_*fla/che*_*-fliM-GFP spec*	[31]
DS9515	*ΔswrA amyE*::*P*_*hag*_*-hag*^*T209C*^ *spec*	[24]

For quantitative swarm assays, strains were grown to mid log phase (OD_600_ 0.3–1.0) concentrated to an OD_600_ of 10 in PBS pH 7.4 (0.8% NaCl, 0.02% KCl, 100 mM Na_2_HPO_4_, and 17.5 mM KH_2_PO_4_) plus 0.5% India ink. LB plates fortified with 0.65% agar were dried for 10 min open-faced in a laminar flow hood and subsequently inoculated by spotting 10 uL cell resuspensions onto the center of the plate. Plates were dried an additional 10 min open-faced in a laminar flow hood and then incubated at 37°C in a humid chamber. Swarm radius was measured along the same axis every 30 minutes.

Images of swarm plates were obtained by toothpick-inoculating a colony into the center of an LB plate fortified with 0.65% agar. Plates were dried open-faced in a laminar flow hood for 12 min and incubated at 37°C in a humid chamber for 16 hrs. Images were taken using a BioRad Gel Doc.

### Microscopy

Fluorescence micrographs were generated with a Nikon 80i microscope along with a phase contrast objective Nikon Plan Apo 100X and an Excite 120 metal halide lamp. FM4-64 was visualized with a C-FL HYQ Texas Red Filter Cube (excitation filter 532–587 nm, barrier filter >590 nm). GFP and Alexa Fluor 488 were visualized using a C-FL HYQ FITC Filter Cube (FITC, excitation filter 460–500 nm, barrier filter 515–550 nm). Images were captured with a Photometrics Coolsnap HQ2 camera in black and white and subsequently false colored and superimposed using Metamorph image software.

For fluorescent microscopy of flagellar filaments and hooks, 1.0 ml of broth culture was harvested at mid-log phase, resuspended in 50 μl of PBS buffer containing 5μg/ml Alexa Fluor 488 C5 maleimide (Molecular Probes), incubated for 2 min at room temperature, and washed once in 1.0 ml of PBS buffer. The suspension was pelleted, resuspended in 30 μl of PBS buffer containing 5 μg/ml FM 4–64 (Invitrogen T13320), and incubated for 2 min at room temperature. The cells were pelleted, resuspeneded in 30 μl PBS buffer, and were observed by spotting 5 μl of suspension on a microscope slide and immobilized with a poly-L-lysine-treated glass coverslip.

For fluorescent microscopy of flagellar basal bodies, 1.0 ml of broth culture was harvested at mid-log phase, resuspended in 30 μl of PBS buffer containing 5 μg/ml FM 4–64, and incubated for 2 min at room temperature. The cells were pelleted, resuspeneded in 30 μl PBS buffer, and were observed by spotting 5 μl of suspension on a microscope slide and immobilized with a poly-L-lysine-treated glass coverslip.

For super-resolution microscopy, the OMX 3D-SIM Super-Resolution system with a 1.42-numerical-aperture (NA) Olympus 60X oil objective was used. FM4-64 was observed using laser line 561 and emission filter 609 nm to 654 nm, and GFP (along with Alexa Fluor 488) was observed using laser line 488 nm and emission filter 500 nm to 550 nm. Images were captured using PCO Edge 5.5 sCMOS cameras, processed using SoftWorx imaging software, and analyzed using Imaris software.

### Beta-galactosidase assays

Strains were grown in LB at 37°C to OD_600_ 0.7–1.0 and 1 mL was harvested by centrifugation at 18,000 xg. The pellet was resuspended in 1 mL Z-buffer (40 mM NaH_2_PO_4_, 60 mM Na_2_HPO_4_, 10 mM KCl, 1 mM MgSO_4_, and 38 mM 2-mercaptoethanol), 200 μg lysozyme was added, and cells were lysed at 30°C for 15 min. To obtain optical density readings within the linear range, each lysate was appropriately diluted to a final volume of 500 μL in Z-buffer. The reaction was started by the addition of 100 μL start buffer (4 mg/mL ortho-Nitrophenyl-β-galactoside in Z-buffer), and incubated at 30°C. The reaction was stopped by the addition of 250 μL 1M Na_2_CO_3_ and the OD_420_ of the mixture was measured. The β-galactosidase-specific activity was calculated according to the equation (OD_420_ * Dilution factor * 1000) / (time * OD_600_). Average β-galactosidase activity and the standard deviations for all experiments can be found in S10 Table.

### Protein purification and antibody generation

The expression constructs for His-SUMO-FliY (pDP288) and His-SUMO-FliG (pKB43) were introduced into *E. coli* Rosetta gami II cells and grown at 37°C in Terrific broth (12 g tryptone, 24 g yeast extract, 4 ml glycerol, 2.31 g monobasic potassium phosphate and 12.54 g dibasic potassium phosphate per liter) to mid-log phase. 1 mM IPTG was then added and the culture was grown overnight at 16°C. Cells were pelleted, resuspended in lysis buffer (50 mM Na_2_HPO_4_ and 300 mM NaCl) and lysed using an Avestin EmulsiFlex-C3 at approximately 15,000 psi. Cell debris was pelleted by centrifugation at 31,000 xg for 30 min and Ni-nitrolotriacetic acid resin (Novagen) was added to the clarified supernatant. The resin-lysate mixture was incubated at 4°C for 3 hrs. The resin was applied to a 1-cm separation column (Bio-Rad), washed twice with 10 mL lysis buffer, and once with 10 mL wash buffer (50 mM Na2HPO4, 300 mM NaCl, and 30 mM imidazole) Protein was eluted with lysis buffer containing 100 mM imidazole. To cleave the His-SUMO tag from the purified protein, ubiquitin ligase/protease was added and the reaction was incubated at room temperature for 3 hrs. To remove remaining uncleaved protein or free His-SUMO from the cleavage reaction, Ni-nitrolotriacetic acid resin (Novagen) was added and incubated at 4°C for 1 h. The resin was pelleted by centrifugation and the supernatant, containing untagged FliY or FliG, was dialyzed into PBS pH 7.4 plus 10% glycerol and stored at -20°C.

One milligram of purified FliY protein was sent to Cocalico Biologicals Inc. for serial injection into a rabbit host for antibody generation. Anti-FliY serum was mixed with FliY-conjugated Affi-Gel-10 resin (Bio-Rad 1536099) and incubated overnight at 4°C. The resin was packed onto a 1-cm column (Bio-Rad) and then washed with 100 mM glycine (pH 2.5) to release the antibody and immediately neutralized with 2M Tris base. The purification of the antibody was verified by SDS-PAGE. Purified anti-FliY antibody was dialyzed into PBS–50% glycerol and stored at -20°C.

### Ribosome profiling library construction

Ribosome profiling libraries were prepared as described previously with minor modifications [75]. 300 mL LB exponential phase cultures (OD_600_ 0.3–0.4) grown at 37°C were subjected to rapid filtration and subsequently flash frozen in liquid nitrogen. Cells were lysed in 650 μL lysis buffer (10 mM MgCl_2_, 100 mM NH_4_Cl, 5 mM CaCl_2_, 20 mM Tris pH 8.0, 0.1% NP-40, 0.4% Triton X-100, 0.1 units/μL RNase free DNase I (Invitrogen AM2222), 0.5 units/μL Superase-In (Invitrogen AM2696)) using a Spex 6875 freezer mill set to 10 cycles of 2 min runs at 15 cps separated by 2 min rests. Following lysis, 25 A260 units of lysate were digested with 1500 units of S7 micrococcal nuclease (Roche 10107921001) for 1 hr at room temp after which the reaction was quenched by the addition of EGTA to a final concentration of 6 mM. The digested lysate was then applied to a 10%-50% sucrose gradient and centrifuged in a Ti-40 rotor at 35,000 rpm for 2.5 hrs at 4°C. 700 μL of fractions containing 70S ribosomes were denatured in 1% SDS and extracted once with an equal volume of 75°C acid phenol, once with an equal volume of room temp acid phenol, and RNA was precipitated with isopropanol. The precipitant was resuspended in 12 μL H2O and 25 μg RNA was mixed with 2X loading dye (10 mM EDTA, 30 μg/mL bromophenol blue, and 98% formamide) and resolved on a 15% polyacrylamide TBE Urea gel. After staining the gel in SYBR Gold (Sigma S11494) for 3 min, products between ~15 and 40 bp were excised using the 10 bp O’range ladder as the standard (Thermo Scientific SM1313) and subsequently gel extracted. RNA was resuspended in H_2_O and the 3’ ends were dephosphorylated with T4 poly-nucleotide kinase (Lucigen 30061–1) at 37°C for 1 hr. RNA was precipitated in isopropanol and ligated to 1 μL 1 μg/μL Linker 1 (IDT /5rApp/CTGTAGGCACCATCAAT/3ddC/) with T4 RNA Ligase 2, truncated (NEB M0242S) in a 50 μL reaction at 25°C for 2.5 hrs. Products were precipitated, mixed in 2X loading dye and resolved on a 15% polyacrylamide TBE Urea gel. After staining the gel in SYBR Gold for 3 min, products between 30 and 100 bp were excised using the 10 bp O’range ladder as the standard and subsequently gel extracted. Isolated RNA was then reverse transcribed using Superscript III (Invitrogen 18080044) and 2 μL 1.25 μM reverse transcription primer (IDT 5′-(Phos)-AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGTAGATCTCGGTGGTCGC-(SpC18)-CACTCA-(SpC18)-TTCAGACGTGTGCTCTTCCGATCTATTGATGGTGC CTACAG-3′) in a 20 μL reaction for 30 min at 48C. RNA was subsequently hydrolyzed by the addition of 2.2 μL 1N NaOH and incubation at 98C for 20 min. Reverse transcription products were resolved on a 10% polyacrylamide TBE urea gel, the gel was stained in SYBR Gold for 3 min, and cDNA products were gel extracted. After resuspension in H_2_O, cDNA products were circularized using CircLigase (Epicentre CL4111K) in a 20 μL reaction volume at 60°C for 1 hr and subsequently heat-inactivated at 80°C for 10 min. Circularized products were precipitated in isopropanol, resuspended in H_2_O, and used as a template for 20 μL PCR reactions using Phusion Polymerase (NEB M0530S) with forward library primer (IDT 5′-AATGATACGGCGACCACCGAGATCTACAC-3′) and Indexed reverse library primer (IDT 5′-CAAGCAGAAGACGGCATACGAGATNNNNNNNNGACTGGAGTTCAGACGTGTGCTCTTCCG-3′) where NNNNNNNN represents the barcode sequence unique to each library. After 6–10 cycles, two PCR reactions per sample with no apparent duplexed products after resolution of 2 μL on an 8% polyacrylamide TBE urea gel were pooled and DNA was purified with a QIAquick kit (Qiagen 28106) and eluted in 20 μL H_2_O. Libraries were sequenced using the Illumina NextSeq 500 platform in a single-end flow cell at the Indiana University Center for Genomics and Bioinformatics.

### RNA sequencing library construction

Total RNA was extracted from the same cell lysates used to create ribosome profiling libraries. Following lysis, 2.5 A260 units were diluted in 700 μL H_2_O and denatured in 1% SDS. RNA was extracted once with an equal volume of hot acid phenol, once with an equal volume of room temp acid phenol, and RNA was precipitated with isopropanol. Precipitant was resuspended in H_2_O and 10 μg RNA was DNAse treated using 4 units of RNase free DNase I (Invitrogen AM2222) at 37°C for 30 min in a 20 μL reaction volume. RNA was precipitated in isopropanol, resuspended in H_2_O and libraries were prepared by the Indiana University Center for Genomics and Bioinformatics using the ScriptSeq RNA-library kit (Illumina SSV21124). Libraries were sequenced using the Illumina NextSeq 500 platform in a single-end flow cell at the Indiana University Center for Genomics and Bioinformatics.

### Ribosome profiling data analysis

NGSutils v 0.5.9 was used to remove sequencing adapters (CTGTAGGCACCATCAAT) and filter out any reads shorter than 25 bp. Fastx v 0.0.13 was subsequently used to remove the first base from each read and resulting reads were aligned to the NCIB 3610 genome (NZ_CP020102.1) using Bowtie v 1.1.2. Using the 3primeassignment.pl script (S1 File), 1,750,000–3,550,000 reads per sample that uniquely aligned to the genome were assigned to a single position corresponding to the 15^th^ nucleotide from the 3’ end according to the 3’ assignment method described previously [10]. Only genes with an average read density greater than 0.1 (defined as the number of mapped reads divided by the number of codons) in all samples were analyzed further (S11 Table). For each sample, the pausescore.pl script (S1 File) was used to determine the pause score for each codon in the filtered list of genes defined as the number of reads assigned to that position divided by the average read density of that gene. The first and last 6 codons of each gene were excluded from this analysis. The pause scores for all codons calculated in this way can be found in S3 Table. Average pause scores for all 8,000 potential tripeptides were determined in one of two ways–either with the tripeptide centered on the P-site or the E-site. In both methods only the pause score for the P-site codon was used to determine the average. The average pause scores for all tripeptides calculated in this way can be found in S5 Table. Weighted sequence logos were generated by compiling all sequences in which the P-site codon had a pause score of 10 or greater and visualized using the WebLogo 3 online tool at http://weblogo.threeplusone.com/. Clustered orthologous group assignment was performed with the DIAMOND mapping mode of eggNOG version 4.5 [76].

*E*. *coli* ribosome profiling datasets (SRX823699, SRX823700, SRX823701, and SRX823703) published by Woolstenhulme et al., 2015 were downloaded from the Sequence Read Archive and analyzed as described above using the MG1655 genome (NC_000913.3) as a reference.

### RNA sequencing data analysis

RNA-sequencing analysis was performed using the default parameters of the RSEM (v 1.3.0) calculate expression function and the NCIB 3610 genome (NZ_CP020102.1) as a reference [77]. 

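RSEM assigns each read to the genes it matches in proportion to their estimated expression, so the expected count of a gene need not be whole. In the deposited tables, 1971 of 4296 genes had an expected count that was not whole in at least 1 of the 12 libraries. Listed lengths were a multiple of 3 for 4251 genes, so they were treated as coding lengths, and the effective length that enters the TPM was 72 bases shorter. No ribosomal or transfer RNA was among the genes listed.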

The transcripts per kilobase million (TPM) reported in the RSEM output were used to generate Fig 8 and S8 Table.

### FliY Sequence Logo Generation

A local database of 2554 genomes were annotated with the Pfam library using the software hmmer v 3.1b2 and an E-value threshold of 1e-10 [78,79]. Proteins that contained both a CheC and FliMN_C domain were considered to be FliY homologs. The resulting 282 sequences were aligned using the default parameters of muscle version 3.8.31 [80] and visualized using the WebLogo 3 online tool at http://weblogo.threeplusone.com/. The list of FliY homolog accession numbers can be found in S1 Table.

### Quantitative Western blot analysis

Strains were grown to mid-log phase, concentrated to an OD_600_ of 10 in lysis buffer (17.2 mM Tris pH 7.0, 8.6 mM EDTA pH 8.0, 1 mg/ml Lysozyme, 0.1 mg/ml RNaseA, 20 mg/ml DNase I and 50 mg/ml phenylmethane sulfonyl fluoride) and incubated at 37°C for 30 min. 6X SDS sample buffer (500 mM Tris pH 6.8, 22% glycerol, 10% SDS and 0.12% bromophenol blue) was added, and samples were boiled for 5 min. 12 μL boiled samples containing 2.13x10^7^ cells (calculated according to the equation: 2.13x10^8^ cells/mL/OD_600_) were loaded onto 12% polyacrylamide gels. To generate the standard curves, the following amounts of protein were mixed with 12 uL of the corresponding deletion mutant’s lysate and the entire mixtures were loaded onto each appropriate gel: FliY– 0.184 pmol, 0.092 pmol, 0.037 pmol, 0.018 pmol, or 0.0092 pmol. FliG– 0.22 pmol, 0.144 pmol, 0.072 pmol, 0.029 pmol, or 0.014 pmol. Lysates were resolved at 150 V for 1.25 h and transferred onto nitrocellulose membranes. For blots in which FliY concentration was analyzed, a 1:2,000 dilution of affinity purified anti-FliY antisera and a 1:2,000 dilution of affinity purified anti-FliG antisera (serving as a loading control) were used as primary antibodies. For blots in which FliG concentration was analyzed, a 1:2,000 dilution of affinity purified anti-FliG antisera and a 1:80,000 dilution of crude anti-σ^A^ antisera (serving as a loading control) were used as primary antibodies. Following incubation with the primary antibodies, nitrocellulose membranes were probed with Alexa Fluor 750-conjugated goat anti-rabbit immunoglobulin G (Life technologies A21039) and blots were imaged using a FluorChem R system. Images were analyzed using Image Studio Lite version 5.2.

### Phylogenetic distribution of Soe proteins

To determine the conservation of S3, S10, NusG, YeeI, YacO, and Rae1 across all domains of life, the genomes of 191 organisms identified by Ciccarelli et al. were annotated with the Pfam library using the software hmmer v 3.1b2 and an E-value threshold of 1e-5 [78,79,81]. The presence of S10 was established by the annotation of a Ribosomal_S10 domain. The presence of S3 was established by the annotation of a protein that contained both a Ribosomal_S3_C domain as well as a KH_2 domain. The presence of NusG was established by the annotation of a protein that contained both a KOW domain as well as a NusG domain. The presence of YeeI was established by the annotation of a Transcrip_reg domain. The presence of YacO was established by the annotation of a protein that contained both a SpoU_methylase domain as well as a SpoU_sub_bind domain. Finally, the presence of Rae1 was established by the annotation of a NYN_YacP domain. To determine the conservation of YdiF, a blastp database consisting of all YdiF-subfamily sequences identified previously was constructed [43]. The genomes of all 191 organisms were then analyzed for sequences that aligned to at least one YdiF homolog with an E-value threshold of 1e-10 and greater than 75% identity using BLAST+ version 2.2.31 [82]. The data are presented using the Interactive Tree of Life visualization software [83]. All accession numbers for the identified homologs can be found in S7 Table.

### Data and software availability

Ribosome profiling and RNA-sequencing data are available at the Gene Expression Omnibus under accession number GSE126235. Data were analyzed using custom Perl scripts.

## Supporting information

S1 Text Supplementary methods and references. Methods describing strain construction and suppressor isolation as well as supplementary references.
(PDF) Click here for additional data file.

S1 File Custom Perl scripts used to analyze the ribosome profiling dataset. (TAR) Click here for additional data file.

S1 Fig Quantitative swarm assays. Quantitative swarm expansion assays in which mid-log phase cultures were concentrated and used to inoculate swarm agar plates. Swarm expansion was monitored along the same axis every 30 min for 6.5 hrs. Each data point represents the average of three replicates and the raw values can be found in S2 Table. The following strains were used as the inoculum: A) *soe2* (DK3180) and *soe28* (DK6533). B) *soe11* (DK5523), *soe15* (DK5524), *soe26* (DK5525), *soe9* (DK5527), *soe13* (DK5528), and *soe7* (DK5526). C) *soe16* (DK5900), *soe22* (DK5529), *soe23* (DK5531), *soe12* (DK5530), and *soe18* (DK5901). D) *efp nusG* (DK5513). E) *efp flgM* (DK2365), and *efp flgM P*_*IPTG*_*-sigD* (DK7073). F) WT (DK1042) and *fliY*^*S164A*^ (DK6526).
(PDF) Click here for additional data file.

S2 Fig Soe proteins are broadly distributed across the tree of life. The distribution of homologs of the Soe proteins S10 (dark blue), S3 (black), NusG (red), YeeI (gold), YacO (green), Rae1 (purple), and YdiF (cyan) across the three domains of life. Numbers indicate the following clades (1) Flavobacterium-Cytophaga-Bacteroides group, (2) Chlamydiales, (3) Planctomycetes, (4) Spirochaetes, (5) Actinobacteria, (6) Deinococcus-Thermus group and (7) Cyanobacteria. *Bacillus subtilis* is highlighted in pink. S7 Table contains the homolog accession numbers for each species. We note that an S3 homolog was not detected in 3 genomes analyzed. Due to the presence of S3 homologs in close relatives of those strains, we predict that this is due to incomplete genome annotation.
(PDF) Click here for additional data file.

S3 Fig *soe2* results in an increase in *P_yeeI_* activity. β-galactosidase activity reported in Miller Units (MU) of transcriptional fusions of *lacZ* to *P*_*yeeI*_ *and P*_*yeeI*_^*soe2*^. Error bars indicate the standard deviation of 3 biological replicates and the raw values can be found in S2 Table. The following strains were used to generate this panel: *P*_*yeeI*_*-lacZ* (DK7151), *P*_*yeeI*_^*soe2*^ (DK7152).
(PDF) Click here for additional data file.

S4 Fig *Escherichia coli efp* mutants have increased ribosome pausing in ValS and FliN. The data used to generate this figure are derived from GEO accession number GSE64488. Panels A, B) Average ribosome profiling pause scores of each codon within the ValS open reading frame. The position of the PPP motif is indicated by a red asterisk on the X-axis. Panels C, D) Weighted sequence logos of amino acid sequences in which the P-site codon had a pause score of 10 or greater in the ribosome profiling datasets from WT or *efp*. Panels E, F) Average ribosome profiling pause scores of each codon within the FliN open reading frame. The box indicates the location of the VVVV motif.
(PDF) Click here for additional data file.

S5 Fig EF-P alleviates ribosome pausing in the *B. subtilis* valine tRNA synthetase, ValS. Panels A, C) Average ribosome profiling pause scores of each codon within the ValS open reading frame. The position of the PPP motif is indicated by a red asterisk on the X-axis. Panels B, D) Average pause scores for ValS codons 28–58. The box indicates the location of the PPP motif. Error bars indicate standard deviation of 3 biological replicates. The following strains were used to generate this figure: WT (DK1042), and *efp* (DK2050).
(PDF) Click here for additional data file.

S1 Table FliY homologs. List of the accession numbers of FliY homologs used to generate Fig 1C.
(XLSX) Click here for additional data file.

S2 Table Numerical values associated with graphs. (Sheet 1) Average swarm radius in mm over time for all reported swarm assays. (Sheet 2) Hook and basal body quantifications and associated cell lengths reported in Fig 2. (Sheet 3) Average number of FliY and FliG molecules per cell reported in Fig 6. (Sheet 4) Average β-galactosidase activity reported in Miller Units (MU) and the standard deviations for all reported β-galactosidase assays.
(XLSX) Click here for additional data file.

S3 Table *B. subtilis* ribosome pause sites. Pause scores of codons in all genes with greater than 0.1 read per codon. The “position” field corresponds to the nucleotide position of the first base in the codon within the NCIB 3610 genome.
(XLSX) Click here for additional data file.

S4 Table EF-P-alleviated ribosome pause sites. Ribosome pause sites in which a 10-fold or greater pause score was observed in the *efp* mutant compared to wild type. Whether or not each gene is reported as essential is indicated. The “position” field corresponds to the nucleotide position of the first base in the codon within the NCIB 3610 genome.
(XLSX) Click here for additional data file.

S5 Table *B. subtilis* tripeptide pause scores. Average pause scores of all 8,000 tripeptides centered on the P-site (sheet 1) or E-site (sheet 2) and the number of each tripeptide’s occurrences in genes with greater than 0.1 read per codon. In all cases, only the pause score of the P-site codon was used to calculate the average.
(XLSX) Click here for additional data file.

S6 Table EF-P-alleviates ribosome pausing in proteins of diverse function. Quantification of the number of occurrences (#) and corresponding percent (%) of each cluster of orthologous groups within genes containing EF-P alleviated ribosome pause sites and all genes encoded on the NCIB 3610 chromosome.
(DOCX) Click here for additional data file.

S7 Table Soe protein conservation. List of the accession numbers identified to be homologous to S10, S3, NusG, YeeI, YacO, Rae1, and YdiF in 191 genomes across the tree of life. These data were used to generate S2 Fig.
(XLSX) Click here for additional data file.

S8 Table RNA-sequencing summary. Transcripts per kilobase million (TMP) quantifications of each gene in the NCIB 3610 genome.
(XLSX) Click here for additional data file.

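The sheet for the complete genome gives the TPM of each gene in each of the 12 libraries, and another sheet gives the σ D regulon. The copy read here holds 1998 of the 4296 genes on the first sheet. All 23976 TPMs on it, and all 576 TPMs of the 48 regulon genes on the regulon sheet, equalled the TPMs of the deposited tables to 6 digits. Gene names were taken from this table and from the other supplementary tables, which together name 2817 of the 4296 genes.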

S9 Table Plasmids used in this study. (DOCX) Click here for additional data file.

S10 Table Primers used in this study. (DOCX) Click here for additional data file.

S11 Table Average ribosome densities within genes analyzed in this study. Average ribosome densities were determined by the number of reads mapping to a particular gene divided by the number of codons within that gene. Only genes in with an average ribosome density greater than 0.1 in all 12 ribosome profiling libraries were analyzed.
(XLSX) Click here for additional data file.

# Supplementary material for: Suppressor mutations in ribosomal proteins and FliY restore Bacillus subtilis swarming motility in the absence of EF-P
**Source:** PLoS Genet. 2019 Jun 25;15(6):e1008179. doi: 10.1371/journal.pgen.1008179
**Supplement:** S1 Text — Methods describing strain construction and suppressor isolation as well as supplementary references.

## SUPPLEMENTARY METHODS

**Strain Construction.** *SPP1-mediated transduction.* SPP1-mediated transductions were performed as described previously (Yasbin, 2004). In short, lysates were created on *B. subtilis* strains grown in TY (1% Tryptone, 0.5% yeast extract, 0.5% NaCl, 10mM MgSO<sub>4</sub>, and 1mM MnSO<sub>4</sub>). Recipient strains were grown in TY to stationary phase, 1 mL diluted into 9 mL TY, and 10  $\mu$ L (for tetracycline selection) or 25  $\mu$ L (for spectinomycin and kanamycin selection) lysates were added, followed by incubation at room temperature for 30 min and selection for the respective antibiotic resistance at 37°C overnight. For transductions in which spectinomycin or kanamycin-resistance was selected for, 10 mM sodium citrate was added to the selection plates.

*P<sub>hyspank</sub>-yeel*. The *yeel* open reading frame was amplified from 3610 or soe29 chromosomal DNA using primer pair 4409/4410 and subsequently ligated into the NheI/SphI restriction sites of pDR111 to create pKRH24 and pKRH25, respectively. pKRH24 and pKRH25 were then transformed into DK2050 to create DK2777 and DK2779, respectively.

*P<sub>hyspank</sub>-nusG*. The *nusG* open reading frame was amplified from 3610 chromosomal DNA using primer pair 5978/5979 and subsequently ligated into the NheI/SphI restriction sites in pDR111 to create pKRH116. pKRH116 was then transformed into DK1042 to produce DK5429. The *amyE::P<sub>hyspank</sub>-nusG spec* construct was subsequently introduced into DK2050 to produce DK5512.

$\Delta$ *fliY*. Deletion of *fliY* was achieved through allelic replacement. Plasmid pSG6 (Calvo, 2015) was passaged through the *recA+* *Escherichia coli* strain TG1, transformed into DK1042, integrated by selecting *mls* resistant colonies at 37°C, and evicted by

passage at room temperature. Mls-sensitive colonies were isolated and confirmed to encode the deletion by PCR length polymorphism analysis.

*ΔfliMY*. Deletion of *fliMY* was achieved through allelic replacement. 3610 genomic DNA was amplified using primer pairs 4135/4136 and 4137/4138 and the resulting fragments were introduced into the *Sma*I restriction site of pMiniMAD2 using Gibson assembly (Gibson, 2009) to produce pKRH9. Plasmid pKRH9 was passaged through the *recA*<sup>+</sup> *Escherichia coli* strain TG1, transformed into DK1042, integrated by selecting mls resistant colonies at 37°C, and evicted by passage at room temperature. Mls-sensitive colonies were isolated and confirmed to encode the deletion by PCR length polymorphism analysis.

*ydiF::kan*. Mutation of *ydiF* was performed by amplifying the regions upstream (with primers 5073/5074) and downstream (with primers 5075/5076) of *ydiF* using 3610 chromosomal DNA as a template, and amplifying the kanamycin resistance cassette from pDG780 with primers 3250/3251 (Geurot-Fleury, 1995). The three fragments were ligated by Gibson assembly and transformed into DK1042 to produce DK4092. The mutation was confirmed by PCR length polymorphism analysis. The *ydiF::kan* mutation from DK4092 was subsequently introduced into DK2050 by SPP1-mediated transduction to produce DK4093.

*yacO::tet*. Mutation of *yacO* was performed by amplifying the regions upstream (with primers 5077/5078) and downstream (with primers 5079/5080) of *yacO* using 3610 chromosomal DNA as a template, and amplifying the tetracycline resistance cassette from pDG1515 with primers 3250/3251 (Geurot-Fleury, 1995). The three fragments were ligated by Gibson assembly and transformed into DK1042 to produce DK5399.

The mutation was confirmed by PCR length polymorphism analysis. The *yacO::tet* mutation from DK5399 was subsequently introduced into DK2050 by SPP1-mediated transduction to produce DK5413.

*rae1::tet*. Mutation of *rae1* was performed by amplifying the regions upstream (with primers 5081/5082) and downstream (with primers 5083/5084) of *rae1* using 3610 chromosomal DNA as a template, and amplifying the tetracycline resistance cassette from pDG1515 with primers 3250/3251 (Geurot-Fleury, 1995). The three fragments were ligated by Gibson assembly and transformed into DK1042 to produce DK5400. The mutation was confirmed by PCR length polymorphism analysis. The *rae1::tet* mutation from DK5400 was subsequently introduced into DK2050 by SPP1-mediated transduction to produce DK5414.

*yacOrae1::tet*. Simultaneous mutation of *yacO* and *rae1* was performed by amplifying the regions upstream of *yacO* (with primers 5077/5078) and downstream of *rae1* (with primers 5083/5084) using 3610 chromosomal DNA as a template, and amplifying the tetracycline resistance cassette from pDG1515 with primers 3250/3251 (Geurot-Fleury, 1995). The three fragments were ligated by Gibson assembly and transformed into DK1042 to produce DK5401. The mutation was confirmed by PCR length polymorphism analysis. The *yacOrae1::tet* mutation from DK5401 was subsequently introduced into DK2050 by SPP1-mediated transduction to produce DK5415.

*nusG::spec*. Mutation of *nusG* was performed by amplifying the regions upstream (with primers 5968/5969) and downstream (with primers 5970/5971) of *nusG* using 3610 chromosomal DNA as a template, and amplifying the spectinomycin resistance

cassette from pAH54 with primers 3250/3251 (Geurot-Fleury, 1995). The three fragments were ligated by Gibson assembly and transformed into DK1042 to produce DK5430. The mutation was confirmed by PCR length polymorphism analysis. The *nusG::spec* mutation from DK5430 was subsequently introduced into DK2050 by SPP1-mediated transduction to produce DK5513.

*His-SUMO fusions.* The *fliY* and *fliG* open reading frames were amplified from *B. subtilis* 3610 chromosomal DNA with primer pairs 1295/1296 and 882/883, respectively. The resulting fragments were introduced into the SapI/XhoI restriction sites in pTB146 to produce pDP288 (His-SUMO-FliY) and pKB43 (His-SUMO-FliG).

*FliY-lacZ translational reporter.* The *fliY-lacZ* fusion constructs were made by amplifying the *fliY* locus with primer pair 869/5894 from either 3610 or *soe8* chromosomal DNA and amplifying the *P<sub>fliA/che</sub>* promoter with primer pair 2015/322 from 3610 chromosomal DNA. The resulting *P<sub>fliA/che</sub>* fragment as well as *fliY* or *fliY<sup>S164A</sup>* fragments were ligated into the EcoRI/SalI restriction sites of pDG1728 to produce pKRH91 and pKRH94, respectively. pKRH91 was transformed into DK1042 and DK2050 to produce DK5185 and DK5186, respectively. pKRH94 was transformed into DK1042 and DK2050 to produce DK5168 and DK5169, respectively. Integration of the plasmids at the *amyE* locus was verified by the inability of the isolates to degrade starch.

*P<sub>yeeI</sub>-lacZ transcriptional reporter.* The *P<sub>yeeI</sub>-lacZ* fusion constructs were made by amplifying the *yeeI* promoter with primer pair 4406/4408 from either 3610 or *soe2* chromosomal DNA and ligating the resulting fragments into the EcoRI and HindIII restriction sites of pDG268 to produce pKRH180 and pKRH181, respectively. pKRH180

and pKRH181 were transformed into DK1042 to produce DK7151 and DK7152, respectively and the integration of the plasmids at the amyE locus was verified by the inability of the isolates to degrade starch.

**Suppressor isolation and identification.** *Suppressor isolation.* LB plates fortified with 0.7% agar were dried open-faced in a laminar flow hood for 10 min, centrally inoculated with either DK2050 or DS354, and subsequently dried an additional 10 min open-faced in a laminar flow hood. Plates were incubated at 37°C in a humid chamber until a flare of swarming competent cells emerged from the site of inoculation (20-48 hrs).

Approximately 95% of plates produced at least one suppressor flare within this time period. For each plate in which swarming suppressors were apparent, a single colony was isolated from the edge of the swarm front, verified to contain the *efp* deletion construct, and the ability to swarm was confirmed by quantitative swarm assay.

*Transposon-linked SPP1 generalized phage transduction mapping.* pMarA was introduced into *soe2* via SPP1-mediated phage transduction followed by selection for mls resistance at room temperature. pMarA contains a transposon encoding a kanamycin resistance cassette (TnYLB) and a temperature-sensitive origin that allows for replication at room temperature but not 42°C in *B. subtilis*. Three of the resulting colonies were separately inoculated into 3 mL LB + mls cultures and transposon mutagenesis was allowed to occur by incubation at room temperature overnight. Mutants with transposon insertions in the genome were selected by incubating cells at 42°C on LB plates containing kanamycin. Approximately 1,000-4,000 colonies from each pool were combined and used to create a SPP1 lysate as described above. The

resulting lysates were transduced into DS354 and kanamycin resistance was selected. Approximately 1,000 colonies per pool were combined and each pool was used to inoculate separate swarming motility agar plates. Following a 5- to 9-h incubation at 37°C, swarming proficient mutants emerged from the site of inoculation as a disk of motile cells, and one colony per pool was isolated from the edge of the swarm flare. To confirm that the transposon was linked to the suppressor mutation, a lysate was generated on the suppressor mutant and the transposon was transduced to the parent strain lacking the suppressor. Three hundred of the resulting colonies were then picked onto 0.7% LB swarm agar plates to enumerate the number of colonies with motile cells. The percentage of colonies that were motile was inversely proportional to the distance between the transposon and suppressor mutation.

To determine the locations of the transposon insertion sites, genomic DNA was isolated from each isolate, digested with *Sau3A1*, and ligated using T4 ligase to create circular fragments. Primer pair 695/696, which anneals to TnYLB and directs polymerization outwards from the transposon was used to PCR amplify the neighboring DNA. The resulting DNA fragments were subsequently sequenced with primer 696 to determine the transposon insertion site.

*Whole genome sequencing.* *Soe1*, 3, 8, 11, 12, 13, 16, 17, 24 and DK2050 chromosomal DNA was used to prepare Illumina sequencing libraries using a Nextera DNA XT kit. Paired-end sequencing was performed on a MiSeq platform with 500 cycles at TUCF genomics. The resulting reads were aligned to the NCIB 3610 genome (NZ\_CP020102.1) and mutations were called using Breseq v 2.1.0 (REF).

*Sequencing yeel, ydiF, yacO, and rae1 loci.* A PCR product containing the *yeel* open reading frame was amplified from *B. subtilis* chromosomal DNA (either from DS354, DK2050, or the appropriate suppressor strain) using primer pair 4346/4347. The *yeel* PCR was then sequenced using primers 4349, 4350, or 4351 individually.

A PCR product containing the *ydiF* open reading frame was amplified from *B. subtilis* chromosomal DNA (either from DS354, DK2050, or the appropriate suppressor strain) using primer pair 5085/5072. The *ydiF* PCR was then sequenced using primers 5085, 5086, 5087, or 5072 individually.

A PCR product containing the *yacO* and *rae1* open reading frames was amplified from *B. subtilis* chromosomal DNA (either from DS354, DK2050, or the appropriate suppressor strain) using primer pair 5088/5090. The resulting PCR was then sequenced using primers 5088, 5089, or 5090 individually.

*yacO soe reconstruction.* Site-directed mutation of *yacO* was achieved through allelic replacement. The *yacO* open reading frame was amplified with primer pair 6019/6020 using *soe11*, *soe15*, or *soe26* chromosomal DNA as a template and subsequently ligated into the EcoRI/BamHI restriction sites of pMiniMad2 to create pKRH133, pKRH134, and pKRH135, respectively. The resulting plasmids were passaged through the *recA*<sup>+</sup> *Escherichia coli* strain TG1, transformed into DK2050, integrated by selecting *mls* resistant colonies at 37°C, and evicted by passage at room temperature. *Mls*-sensitive colonies were isolated and the *yacO* locus was sequenced to determine the allele present at that site.

*rae1 soe reconstruction.* Site-directed mutation of *rae1* was achieved through allelic replacement. The *rae1* open reading frame was amplified with primer pair

6021/6022 using *soe7*, *soe9*, or *soe13* chromosomal DNA as a template and subsequently ligated into the EcoRI/BamHI restriction sites of pMiniMad2 to create pKRH136, pKRH137, and pKRH138, respectively. The resulting plasmids were passaged through the *recA*<sup>+</sup> *Escherichia coli* strain TG1, transformed into DK2050, integrated by selecting *mls* resistant colonies at 37°C, and evicted by passage at room temperature. *Mls*-sensitive colonies were isolated and the *rae1* locus was sequenced to determine the allele present at that site.

*ydiF soe reconstruction.* Site-directed mutation of *ydiF* was achieved through allelic replacement. The *ydiF* open reading frame was amplified with primer pair 6023/6024 using *soe12*, *soe16*, *soe18*, *soe22*, or *soe23* chromosomal DNA as a template and subsequently ligated into the BamHI/Sall restriction sites of pMiniMad2 to create pKRH139, pKRH140, pKRH141, pKRH142, and pKRH143, respectively. The resulting plasmids were passaged through the *recA*<sup>+</sup> *Escherichia coli* strain TG1, transformed into DK2050, integrated by selecting *mls* resistant colonies at 37°C, and evicted by passage at room temperature. *Mls*-sensitive colonies were isolated and the *ydiF* locus was sequenced to determine the allele present at that site.

*yeeI soe reconstruction.* Site-directed mutation of *yeeI* was achieved through allelic replacement. The *yeeI* locus was amplified from *soe2* chromosomal DNA with primer pair 4411/4412 or from *soe29* chromosomal DNA with primer pair 4401/4412 and the resulting fragments were introduced into the SmaI restriction site of pMiniMAD2 using Gibson assembly (Gibson, 2009) to produce pKRH20 and pKRH28, respectively. The resulting plasmids were passaged through the *recA*<sup>+</sup> *Escherichia coli* strain TG1, transformed into DK2050, integrated by selecting *mls* resistant colonies at 37°C, and

evicted by passage at room temperature. Mls-sensitive colonies were isolated and the *yeeI* locus was sequenced to determine the allele present at that site.

*nusG*<sup>N21S</sup> *reconstruction*. Site-directed mutation of *nusG* was achieved through allelic replacement. The *nusG* open reading frame was amplified with primer pair 5968/6025 using *soe17* chromosomal DNA as a template and subsequently ligated into the EcoRI/BamHI restriction sites of pMiniMad2 to create pKRH144. pKRH144 was passaged through the *recA*<sup>+</sup> *Escherichia coli* strain TG1, transformed into DK2050, DK5518, or DK6657 integrated by selecting mls resistant colonies at 37°C, and evicted by passage at room temperature. Mls-sensitive colonies were isolated and the *nusG* locus was sequenced to determine the allele present at that site.

*fliY*<sup>S164A</sup> *reconstruction*. Site-directed mutation of *fliY* was achieved through allelic replacement. The *fliY* open reading frame was amplified using primer pair 1703/1704 or primer pair 1703/6446 using *soe8* chromosomal DNA as a template and subsequently ligated into the BamHI/Sall restriction sites of pMiniMad2 to create pKRH145 and pKRH165, respectively. The resulting plasmids were passaged through the *recA*<sup>+</sup> *E. coli* strain TG1. pKRH145 was transformed into DK2050 and pKRH165 was transformed into DK1042, integrated by selecting mls resistant colonies at 37°C, and evicted by passage at room temperature. Mls-sensitive colonies were isolated and the *fliY* locus was sequenced to determine the allele present at that site.

## SUPPLEMENTARY REFERENCES

- Antoniewski, C., Savelli, B., and Stragier, P. (1990) The *spoIIJ* gene, which regulates early developmental steps in *Bacillus subtilis*, belongs to a class of environmentally responsive genes. *J Bacteriol.* **172**(1):86-93.
- Bendezú, F. O., Hale, C. A., Bernhardt, T. G., and de Boer, P. A. (2009) RodZ (YfgA) is required for proper assembly of the MreB actin cytoskeleton and cell shape in *E. coli*. *EMBO J.* **28**:193-204.
- Guérout-Fleury, A.M., Shazand, K., Frandsen N., and Stragier, P. (1995) Antibiotic-resistance cassettes for *Bacillus subtilis*. *Gene* **167**:335-336.
- Guérout-Fleury, A.M., Frandsen, N., and Stragier, P. (1996) Plasmids for ectopic integration in *Bacillus subtilis*. *Gene* **180**:57-61.
- Patrick, J.E., and Kearns, D.B. (2008) MinJ (YvjD) is a topological determinant of cell division in *Bacillus subtilis*. *Mol Microbiol* **70**:1166-1179.

# Supplementary material for: Suppressor mutations in ribosomal proteins and FliY restore Bacillus subtilis swarming motility in the absence of EF-P
**Source:** PLoS Genet. 2019 Jun 25;15(6):e1008179. doi: 10.1371/journal.pgen.1008179
**Supplement:** S1 Fig — Quantitative swarm expansion assays in which mid-log phase cultures were concentrated and used to inoculate swarm agar plates. Swarm expansion was monitored along the same axis every 30 min for 6.5 hrs. Each data point represents the average of three replicates and the raw values can be found in S2 Table. The following strains were used as the inoculum: A) soe2 (DK3180) and soe28 (DK6533). B) soe11 (DK5523), soe15 (DK5524), soe26 (DK5525), soe9 (DK5527), soe13 (DK5528), and soe7 (DK5526). C) soe16 (DK5900), soe22 (DK5529), soe23 (DK5531), soe12 (DK5530), and soe18 (DK5901). D) efp nusG (DK5513). E) efp flgM (DK2365), and efp flgM PIPTG-sigD (DK7073). F) WT (DK1042) and fliYS164A (DK6526).

## Supplementary Figure 1

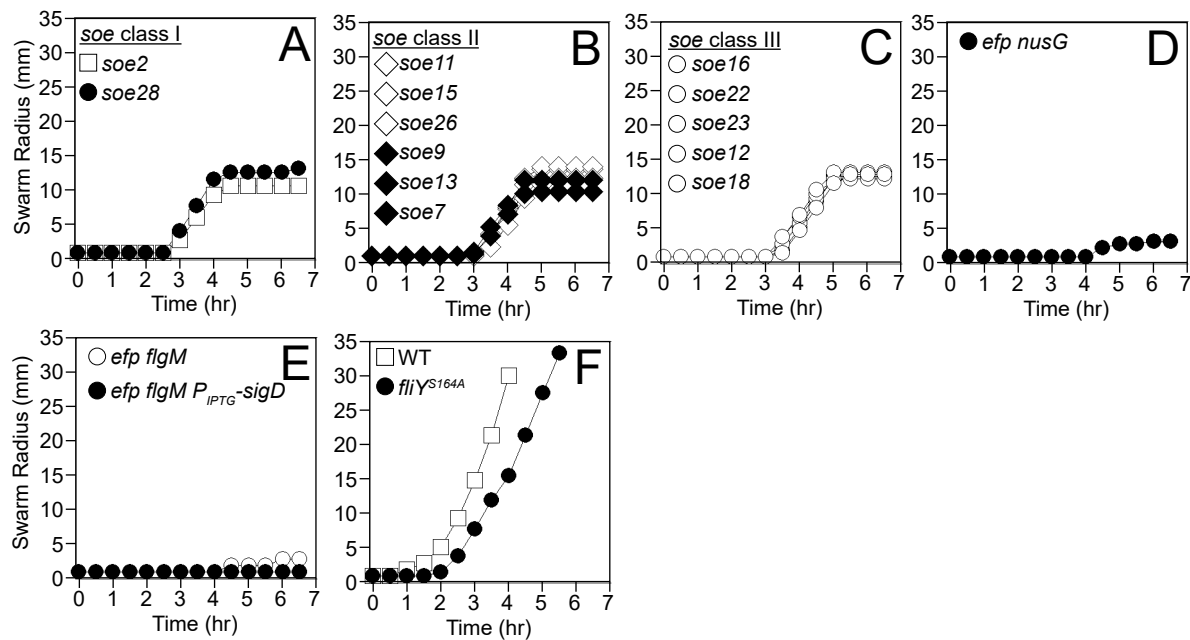

**Supplementary Figure 1. Quantitative Swarm Assays.** Quantitative swarm expansion assays in which mid-log phase cultures were concentrated and used to inoculate swarm agar plates. Swarm expansion was monitored along the same axis every 30 min for 6.5 hrs. Each data point represents the average of three replicates and raw values can be found in Supplementary Table S2. The following strains were used as the inoculum: A) *soe2* (DK3180) and *soe28* (DK6533). B) *soe11* (DK5523), *soe15* (DK5524), *soe26* (DK5525), *soe9* (DK5527), *soe13* (DK5528), and *soe7* (DK5526). C) *soe16* (DK5900), *soe22* (DK5529), *soe23* (DK5531), *soe12* (DK5530), and *soe18* (DK5901). D) *efp nusG* (DK5513). E) *efp flgM* (DK2365), and *efp flgM*  $P_{IPTG}$ -sigD (DK7073). F) WT (DK1042) and *fliY*<sup>S164A</sup> (DK6526).

# Supplementary material for: Suppressor mutations in ribosomal proteins and FliY restore Bacillus subtilis swarming motility in the absence of EF-P
**Source:** PLoS Genet. 2019 Jun 25;15(6):e1008179. doi: 10.1371/journal.pgen.1008179
**Supplement:** S2 Fig — The distribution of homologs of the Soe proteins S10 (dark blue), S3 (black), NusG (red), YeeI (gold), YacO (green), Rae1 (purple), and YdiF (cyan) across the three domains of life. Numbers indicate the following clades (1) Flavobacterium-Cytophaga-Bacteroides group, (2) Chlamydiales, (3) Planctomycetes, (4) Spirochaetes, (5) Actinobacteria, (6) Deinococcus-Thermus group and (7) Cyanobacteria. Bacillus subtilis is highlighted in pink. S7 Table contains the homolog accession numbers for each species. We note that an S3 homolog was not detected in 3 genomes analyzed. Due to the presence of S3 homologs in close relatives of those strains, we predict that this is due to incomplete genome annotation.

## Supplementary Figure 2

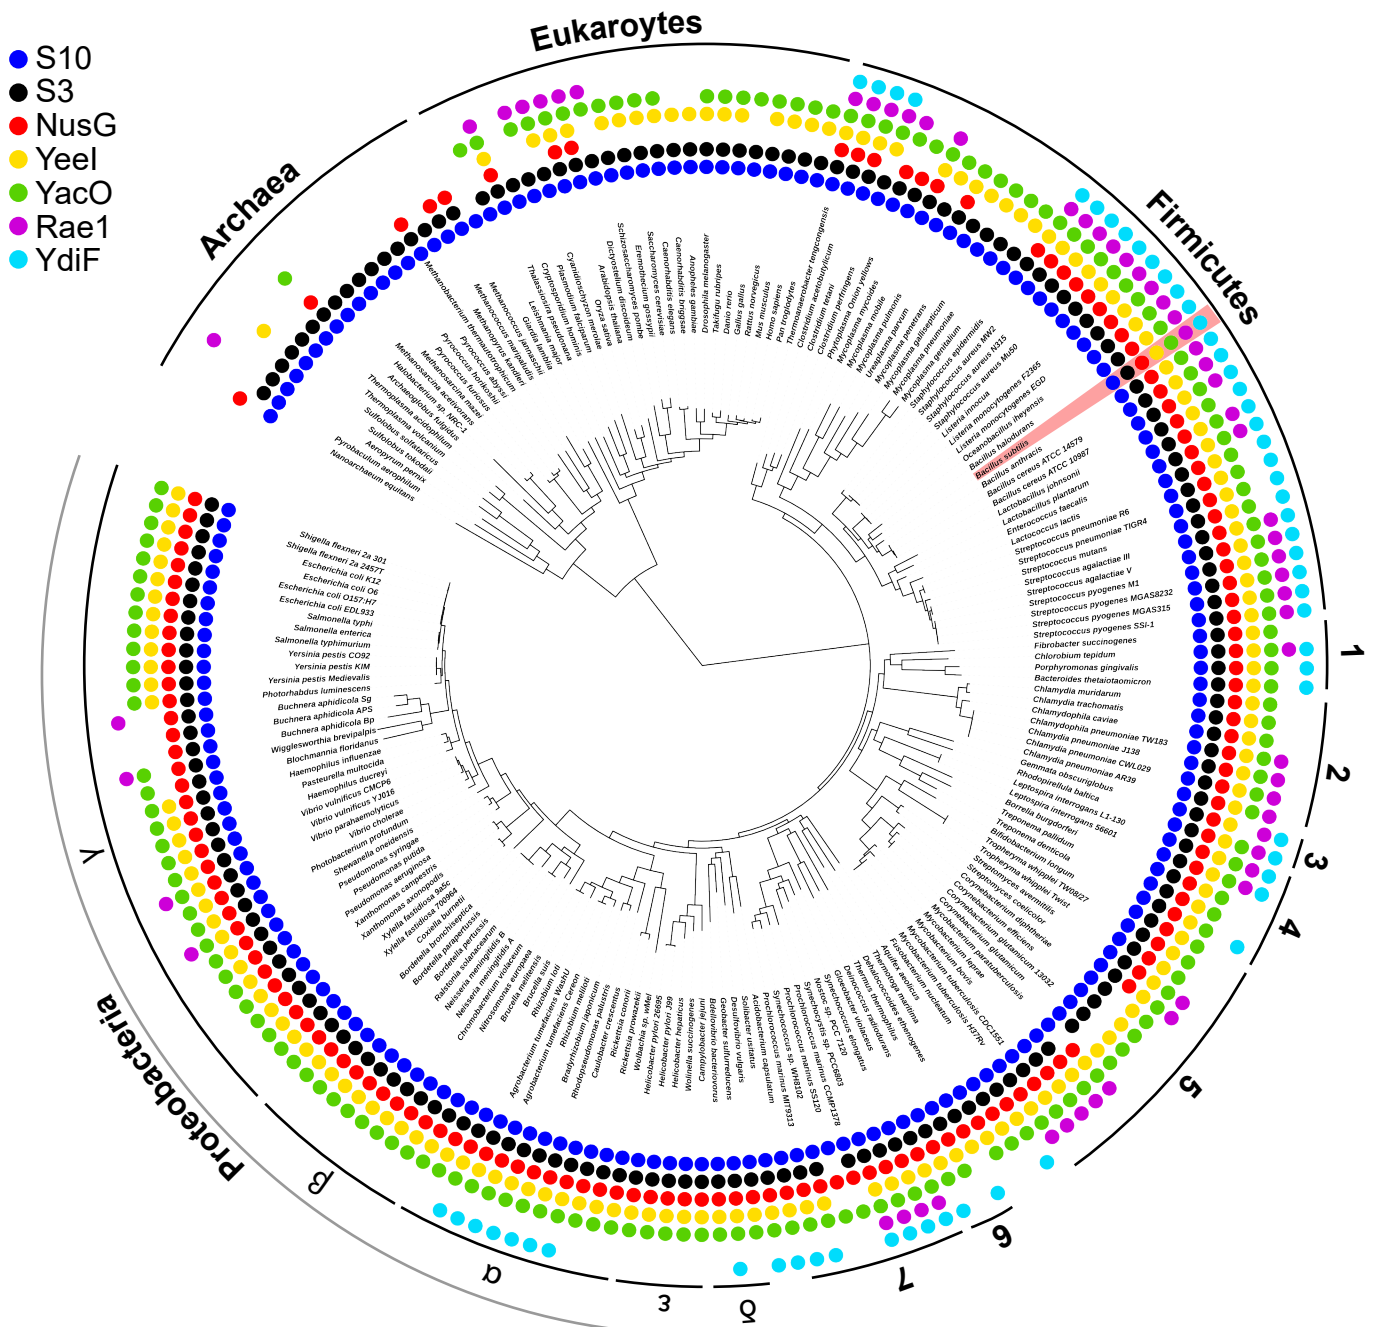

**Supplementary Figure 2. Soe proteins are broadly distributed across the tree of life.** The distribution of homologs of the Soe proteins S10 (dark blue), S3 (black), NusG (red), Yeel (gold), YacO (green), Rae1 (purple), and YdiF (cyan) across the three domains of life. Numbers indicate the following clades (1) Flavobacterium-Cytophaga-Bacteroides group, (2) Chlamydiales, (3) Planctomycetes, (4) Spirochaetes, (5) Actinobacteria, (6) Deinococcus-Thermus group and (7) Cyanobacteria. *Bacillus subtilis* is highlighted in pink. Supplementary Table 7 contains the homolog accession numbers for each species. We note that an S3 homolog was not detected in 3 genomes analyzed. Due to the presence of S3 homologs in close relatives of those strains, we predict that this is due to incomplete genome annotation.

# Supplementary material for: Suppressor mutations in ribosomal proteins and FliY restore Bacillus subtilis swarming motility in the absence of EF-P
**Source:** PLoS Genet. 2019 Jun 25;15(6):e1008179. doi: 10.1371/journal.pgen.1008179
**Supplement:** S3 Fig — β-galactosidase activity reported in Miller Units (MU) of transcriptional fusions of lacZ to PyeeI and PyeeIsoe2. Error bars indicate the standard deviation of 3 biological replicates and the raw values can be found in S2 Table. The following strains were used to generate this panel: PyeeI-lacZ (DK7151), PyeeIsoe2 (DK7152).

### Supplementary Figure 3

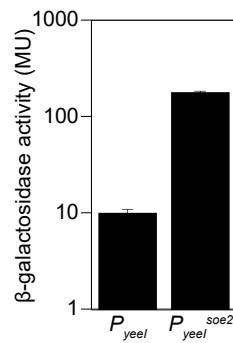

**Supplementary Figure 3. *soe2* results in an increase in  $P_{yeel}$  activity.**  $\beta$ -galactosidase activity reported in Miller Units (MU) of a transcriptional fusion of *lacZ* to  $P_{yeel}$  and  $P_{yeel}^{soe2}$ . Error bars indicate the standard deviation of 3 biological replicates and raw values can be found in Supplementary Table S2. The following strains were used to generate this panel:  $P_{yeel}$ -*lacZ* (DK7151),  $P_{yeel}^{soe2}$ -*lacZ* (DK7152).

# Supplementary material for: Suppressor mutations in ribosomal proteins and FliY restore Bacillus subtilis swarming motility in the absence of EF-P
**Source:** PLoS Genet. 2019 Jun 25;15(6):e1008179. doi: 10.1371/journal.pgen.1008179
**Supplement:** S4 Fig — The data used to generate this figure are derived from GEO accession number GSE64488. Panels A, B) Average ribosome profiling pause scores of each codon within the ValS open reading frame. The position of the PPP motif is indicated by a red asterisk on the X-axis. Panels C, D) Weighted sequence logos of amino acid sequences in which the P-site codon had a pause score of 10 or greater in the ribosome profiling datasets from WT or efp. Panels E, F) Average ribosome profiling pause scores of each codon within the FliN open reading frame. The box indicates the location of the VVVV motif.

## Supplementary Figure 4

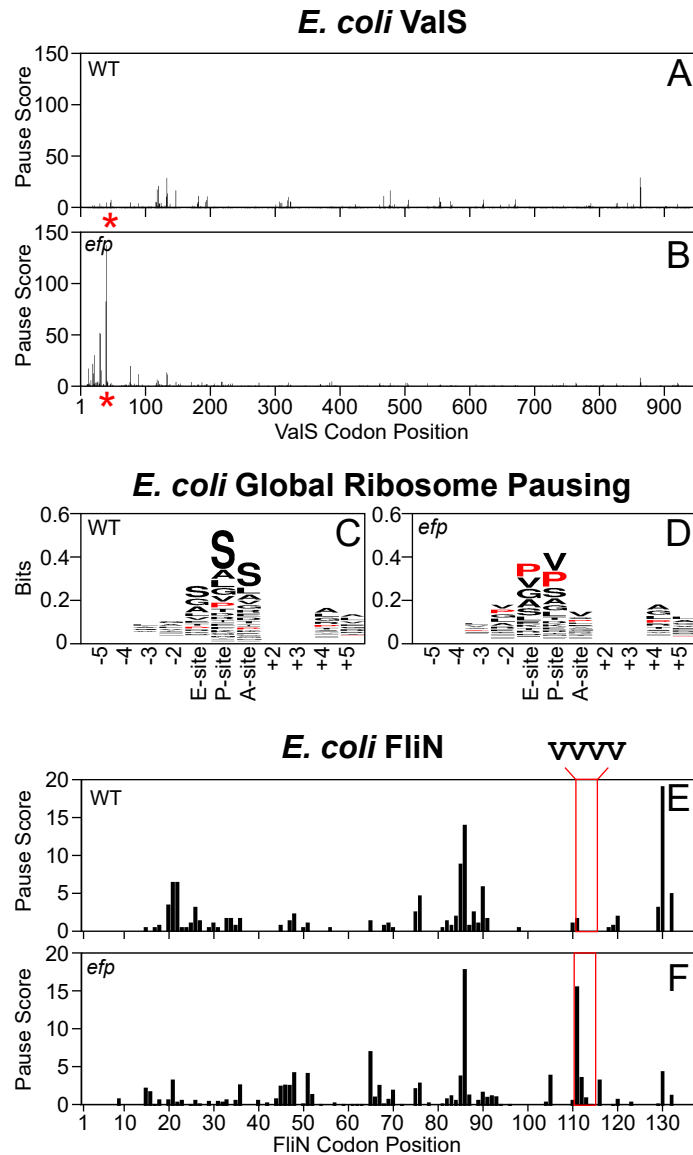

**Supplementary Figure 4. *Escherichia coli* *efp* mutants have increased ribosome pausing in ValS and FliN.** The data used to generate this figure are derived from Woolstenhulme et al., 2015. Panels A, B) Average ribosome profiling pause scores of each codon within the ValS open reading frame. The position of the PPP motif is indicated by a red asterisk on the X-axis. Panels C, D) Weighted sequence logos of amino acid sequences in which the P-site codon had a pause score of 10 or greater in the ribosome profiling datasets from WT or *efp*. Panels E, F) Average ribosome profiling pause scores of each codon within the FliN open reading frame. The box indicates the location of the VVVV motif.

# Supplementary material for: Suppressor mutations in ribosomal proteins and FliY restore Bacillus subtilis swarming motility in the absence of EF-P
**Source:** PLoS Genet. 2019 Jun 25;15(6):e1008179. doi: 10.1371/journal.pgen.1008179
**Supplement:** S5 Fig — Panels A, C) Average ribosome profiling pause scores of each codon within the ValS open reading frame. The position of the PPP motif is indicated by a red asterisk on the X-axis. Panels B, D) Average pause scores for ValS codons 28–58. The box indicates the location of the PPP motif. Error bars indicate standard deviation of 3 biological replicates. The following strains were used to generate this figure: WT (DK1042), and efp (DK2050).

## Supplementary Figure 5

### *B. subtilis* ValS

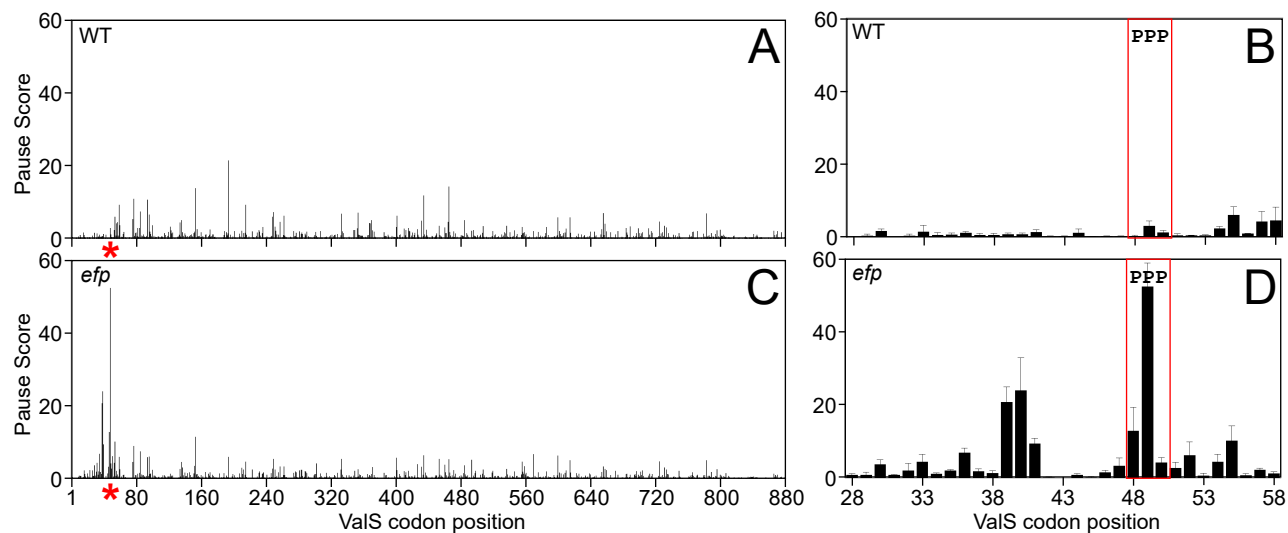

**Supplementary Figure 5. EF-P alleviates ribosome pausing in the valine tRNA synthetase, ValS.** Panels A, C) Average ribosome profiling pause scores of each codon within the ValS open reading frame. The position of the PPP motif is indicated by a red asterisk on the X-axis. Panels B, D) Average pause scores for ValS codons 28-58. The box indicates the location of the PPP motif. Error bars indicate standard deviation of 3 biological replicates. The following strains were used to generate this figure: WT (DK1042), and *efp* (DK2050).

# Supplementary material for: Suppressor mutations in ribosomal proteins and FliY restore Bacillus subtilis swarming motility in the absence of EF-P
**Source:** PLoS Genet. 2019 Jun 25;15(6):e1008179. doi: 10.1371/journal.pgen.1008179
**Supplement:** S6 Table — Quantification of the number of occurrences (#) and corresponding percent (%) of each cluster of orthologous groups within genes containing EF-P alleviated ribosome pause sites and all genes encoded on the NCIB 3610 chromosome.

|  | **EF-P dependent** | | **Total Genome** | |
| --- | --- | --- | --- | --- |
| COG cluster - Description | # | % | # | % |
| C - Energy production and conversion | 7 | 3.9 | 174 | 3.9 |
| D - Cell cycle control, cell division, chromosome partitioning | 3 | 1.7 | 36 | 0.8 |
| E - Amino acid transport and metabolism | 10 | 5.6 | 281 | 6.4 |
| F - Nucleotide transport and metabolism | 2 | 1.7 | 92 | 2.1 |
| G - Carbohydrate transport and metabolism | 12 | 6.7 | 260 | 5.9 |
| H - Coenzyme transport and metabolism | 8 | 4.4 | 110 | 2.5 |
| I - Lipid transport and metabolism | 5 | 2.8 | 87 | 2.0 |
| J - Translation, ribosomal structure and biogenesis | 7 | 3.9 | 163 | 3.7 |
| K - Transcription | 18 | 10 | 290 | 6.6 |
| L - Replication, recombination and repair | 27 | 15.0 | 160 | 3.6 |
| M - Cell wall/membrane/envelope biogenesis | 6 | 3.3 | 214 | 4.8 |
| N - Cell motility | 4 | 2.2 | 40 | 0.9 |
| O - Posttranslational modification, protein turnover, chaperones | 6 | 3.3 | 110 | 2.5 |
| P - Inorganic ion transport and metabolism | 11 | 6.1 | 192 | 4.3 |
| Q - Secondary metabolites biosynthesis, transport and catabolism | 6 | 3.3 | 57 | 1.3 |
| S - Function unknown | 28 | 15.6 | 926 | 20.9 |
| T - Signal transduction mechanisms | 8 | 4.4 | 138 | 3.1 |
| U - Intracellular trafficking, secretion, and vesicular transport | 0 | 0 | 29 | 0.7 |
| V - Defense mechanisms | 1 | 0.6 | 62 | 1.4 |
| Unassigned | 13 | 7.2 | 958 | 21.7 |

# Supplementary material for: Suppressor mutations in ribosomal proteins and FliY restore Bacillus subtilis swarming motility in the absence of EF-P
**Source:** PLoS Genet. 2019 Jun 25;15(6):e1008179. doi: 10.1371/journal.pgen.1008179
**Supplement:** S9 Table

| **Plasmid** | |  | **Genotype** | **Reference** |
| --- | --- | --- | --- | --- |
|  | pKRH9 | | *Ω∆fliMY mls amp* |  |
|  | pKRH20 | | *ΩyeeI^soe2,5,10,19,21,28^ mls amp* |  |
|  | pKRH24 | | *amyE::P_hyspank_-yeeI spec amp* |  |
|  | pKRH25 | | *amyE::P_hyspank_-yeeI^T19K^ spec amp* |  |
|  | pKRH28 | | *ΩyeeI^soe29^ mls amp* |  |
|  | pKRH91 | | *amyE::P_fla/che_-fliY-lacZ spec* |  |
|  | pKRH94 | | *amyE::P_fla/che_-fliY^S164A^-lacZ spec* |  |
|  | pKRH116 | | *amyE::P_hyspank_-nusG spec amp* |  |
|  | pKRH133 | | *ΩyacO^soe11^ mls amp* |  |
|  | pKRH134 | | *ΩyacO^soe15/20^ mls amp* |  |
|  | pKRH135 | | *ΩyacO^soe26^ mls amp* |  |
|  | pKRH136 | | *Ωrae1^soe7^ mls amp* |  |
|  | pKRH137 | | *Ωrae1^soe9^ mls amp* |  |
|  | pKRH138 | | *Ωrae1^soe13^ mls amp* |  |
|  | pKRH139 | | *ΩydiF^soe12^ mls amp* |  |
|  | pKRH140 | | *ΩydiF^soe16^ mls amp* |  |
|  | pKRH141 | | *ΩydiF^soe18^ mls amp* |  |
|  | pKRH142 | | *ΩydiF^soe22^ mls amp* |  |
|  | pKRH143 | | *ΩydiF^soe32^ mls amp* |  |
|  | pKRH144 | | *ΩnusG^N21S^ mls amp* |  |
|  | pKRH145 | | *ΩfliY^S164A^ mls amp* |  |
|  | pKRH165 | | *ΩfliY^S164A^ mls amp* |  |
|  | pKRH180 | | *amyE::P_yeeI_-lacZ cat amp* |  |
|  | pKRH181 | | *amyE::P_yeeI_^soe2^-lacZ cat amp* |  |
|  | pDP288 | | *P_T7_-6-His-SUMO-fliY amp* |  |
|  | pKB43 | | *P_T7_-6-His-SUMO-fliG amp* |  |
|  | pSG6 | | *Ω∆fliY mls amp* | Calvo, 2015 |
|  | pMiniMAD | | *ori^BsTs^ mls amp* | Patrick, 2008 |
|  | pTB146 | | *P_T7_-6-His-SUMO amp* | Bendezύ, 2009 |
|  | pDG268 | | *amyE::lacZ cat amp* | Antoniewski, 1990 |
|  | pDG780 | | *amp kan* | Geurot-Fleury, 1995 |
|  | pDG1515 | | *amp tet* | Geurot-Fleury, 1995 |
|  | pDG1728 | | *amyE::lacZ spec amp* | Guérout-Fleury, 1996 |
|  | pAH54 | | *amp spec* | Geurot-Fleury, 1995 |

How the deposited data were processed for this re-analysis (not part of the article)

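RNA from 3 cultures each of wild type, *efp*, *efp fliY* soe and *efp nusG* soe was analysed, 12 libraries in all. According to the paper, RNA came from the lysates also used for ribosome profiling, and the ribosome profiling libraries are not analysed here. The authors ran RSEM with default parameters on the single-end reads, with the genome named in the paper's methods as reference, and deposited for each gene an expected count and a TPM. The expected count is the estimated number of reads of a gene and is not normalized. The TPM deposited by the authors is scaled by effective length and sums to 1000000 in each library. The tables deposited by the authors also hold an FPKM from RSEM for each gene, scaled by length and library total, which is not used here. The aligner, the trimming of reads and the removal of ribosomal RNA are not named in the paper's text. No genome of the strain was used, so genes carry the identifiers of the tables, and 1479 of the 4296 identifiers were paired with no name. Content of G and C was therefore not examined.

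Totals of expected counts ran from 2395888 to 3872556 per library with a median of 2843655. Between replicates of 1 strain, chi-square per degree of freedom was at least 6.19, so the replicates varied by more than counting error.

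The counts, rounded to whole numbers, were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, which left 3419 genes and removed 877. Libraries were scaled by TMM. A model with strain and replicate letter was fitted to all 12 libraries and tested by glmQLFit and glmQLFTest, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. The 6 comparisons between pairs of strains came from this 1 model. Each standard error was derived as the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. The letter was made a block before the deposited tables were examined, from bars of Fig 8 read by eye and set beside the TPMs of S8 Table. For *tlpA*, where the ways of averaging part, the bars lay nearer the mean of the TPM ratios taken within a letter (0.443 in *efp* and 0.987 in *efp nusG* soe) than the ratio of the means (0.395 and 0.915). The bars of *hag* do not tell these apart. Deviations from the strain means correlated between libraries of the same letter at 0.54, 0.46 and 0.52 for *efp fliY* soe and *efp*, at 0.39, 0.31 and 0.52 for *efp nusG* soe and *efp*, and at 0.39, 0.15 and 0.37 for *efp nusG* soe and *efp fliY* soe, for letters A, B and C in turn. The paper does not say what the letters stand for. Sets of genes were tested with fry from limma 3.58.1 in a family of 11 tests, with camera beside it. The sets were the 48 genes of the σ D regulon, the 32 genes of the *fla/che* operon and 180 genes with EF-P-dependent pausing, all from the paper and its tables. Ratios of TPM to wild type were taken within each letter and averaged.

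The genes named one by one were chosen by a rule set before the data were examined, although TPMs of part of them had been seen in S8 Table. The rule took the genes the paper names for motility, for pausing and as suppressors, the regulon genes with the highest and lowest TPM ratio in each mutant, regulon genes not called where 5 or fewer were not, and, in each comparison, the 3 largest increases and the 3 largest decreases among called genes outside the regulon with at least 10 CPM on average and the same direction in all 3 letters. Any gene named outside the rule was chosen after its values were seen.

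The alternatives set before the data were examined were DESeq2 1.42.0, no filter on low counts, no replicate block, total counts without TMM factors, limma on log2(TPM + 1) and on log2(TPM + 0.1), a fit on the libraries of only the pair of strains compared, a threshold of at least a 2-fold change for the counts of all differential genes, and each library left out in turn. The 2-fold threshold for counts of σ D regulon genes was added after seeing the data. For TPM ratios they were the ratio of the means, each letter left out, and ratios of TMM-scaled CPM. Leaving out ribosomal and transfer RNA was planned and not run, since 0 such genes are listed.

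The procedure was tested on simulated counts made from the 12 libraries with 200 genes changed between *efp* and wild type. Of the 198 changed genes among 3408 tested, edgeR recovered 139 (70.2%), and 96 of the 118 changed by at least 2-fold (81.4%). Of 151 genes called, 12 were unchanged (7.95%). Without the block, 75 of 196 changed genes were recovered (38.3%), and 0 of the 75 genes called were unchanged. The simulated means carried the same letter effect in every strain, which favours the block. Recovery with and without it thus cannot show that the block suits these libraries. The fry test called the simulated changed set and none, 0 of 20, of the unchanged sets at 0.05. The changed set was the 40 genes given the strongest decrease, so its call does not bear on small shifts. Genes were simulated independently, so false calls in sets of correlated genes were not tested. Figures were drawn in Python with matplotlib.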

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

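The tests on library scaling, on *efp* counts and on exchanged labels as checks of labels, on genes with whole expected counts, on *yfjB*, on its fold change with single libraries left out among them, and on the genes next to *efp* were chosen only after the results were seen.

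The paper discusses the σ D regulon in these libraries, and edgeR also called genes outside it, *efp* itself included. Between *efp* and wild type, 659 such genes were called, 319 higher and 340 lower. Between *efp nusG* soe and *efp* there were 353, and between *efp nusG* soe and *efp fliY* soe there were 299. With plain library totals in place of TMM, 580, 318 and 284 of these calls stayed in the same direction. Calls of at least 2-fold then lay on both sides (93 higher and 108 lower in *efp* against wild type). In that comparison, regulon included, 422 of 731 calls were higher with plain totals, against 319 of 707 with TMM. The balance of higher and lower calls thus depends on the scaling. After every library was thinned to the smallest total, 549, 304 and 270 stayed. Without the 10 genes of most counts, 650, 342 and 298 stayed. With a smooth trend on coding length taken off, 659, 353 and 299 genes kept their sign and at least 0.5 times their log2 fold change. None of these 4 accounts for most of the calls in any of the 3 comparisons. The *efp* count never exceeded 6 in a library with the deletion, against the exchange of a wild type library with one of these. In the other comparisons, the differences within a letter correlated with each other over all genes tested at 0.44 or more for *efp nusG* soe against *efp* and at 0.40 or more for *efp nusG* soe against *efp fliY* soe. The labels of 1 library of each of the strains compared were exchanged, in 9 ways per comparison. The lowest correlation was then at most 0.21 and 0.14 in the same order, and in 0 of the 9 exchanges as high as with the labels given, against such an exchange. Exchanges of *efp* with *efp fliY* soe libraries left it at 0.27 to 0.52 and 0.19 to 0.44, as high as with the labels given in 3 and 5 of 9, so wrong labels between *efp* and *efp fliY* soe are not excluded.

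Reads shared between similar genes were not settled. Among genes whose expected counts were whole in every library, 239, 124 and 103 were called in the 3 comparisons, which is 16.3%, 8.46% and 7.03% of such genes, and sharing cannot account for these. Calls were more frequent among genes with counts that were not whole, at 22.0%, 12.0% and 10.3%. The test had been set to read an equal frequency as evidence against sharing and near absence as evidence for it, and neither was seen. For the genes with shared reads the explanation stays open, as does a bias in the content of G and C, which was not tested. In each comparison, 1 of the 10 splits of the 6 libraries gave as many differential genes, the real one, and no other split gave any call. With 10 splits their count alone cannot exclude chance. Within letters, 655 of the 659, 353 of the 353 and 299 of the 299 calls went in 1 direction in all 3 letters, although calls are selected for this. A biological explanation, an effect of EF-P or of the suppressor allele on these genes, stays open as well.

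The largest changes of named genes outside the regulon in *efp* against wild type were increases of *ycdA* (3.24), *yfjB* (3.00) and *yfjD* (2.91) on the log2 scale, and decreases of *efp*, B4U62_13385 (-2.96) and *manP* (-2.46). In *efp nusG* soe against *efp*, B4U62_19670 (2.01), *glnK* (1.97) and *mlpA* (1.83) rose and B4U62_15580 (-2.22), B4U62_20760 (-2.19) and B4U62_20750 (-2.03) fell. In *efp nusG* soe against *efp fliY* soe, B4U62_13485 (1.90), *mlpA* (1.87) and *glnK* (1.86) rose and B4U62_20760 (-2.54), B4U62_15580 (-2.37) and B4U62_15575 (-1.93) fell. In *efp* against wild type the 3 increases and the decreases of B4U62_13385 and *manP* stayed called under every alternative run for them, and in the other comparisons this held for *mlpA* alone. Sizes moved too. With 1 library left out, B4U62_13485 was 1.23 to 2.82 in *efp nusG* soe against *efp fliY* soe, B4U62_19670 was 1.74 to 2.73 in *efp nusG* soe against *efp*, and B4U62_20760 was -2.45 to -1.58 against *efp* and -2.94 to -1.97 against *efp fliY* soe. No cause was tested for the single genes.

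Between *efp fliY* soe and *efp*, edgeR called 1 gene, *yfjB* (B4U62_04570), with a log2 fold change of -1.06, and 148 genes had an unadjusted p under 0.05. The gene fell in all 3 letters, by 0.83, 1.12 and 1.17 on the log2 scale. It stayed called with plain library totals (edgeR adjusted p = 0.044, and over all alternatives from 0.0046 with DESeq2 to 1.00 with no replicate block). Leaving out any 1 of 5 of the 6 libraries removed the call, all except *efp* replicate A, but its log2 fold change stayed between -1.19 and -0.96, so no single library carries the change. Fewer samples are left when a library is taken out, so the lost calls decide nothing. Of 10 splits, only the real one gave a call, and with 10 splits their count alone cannot exclude chance. The gene was singled out by its call among 3419 genes tested.

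The 9 genes with identifiers just below that of *efp*, B4U62_13180 to B4U62_13220, were noticed because they rose in the strains that lack *efp*. Their summed level was 8.42 times that in wild type. The summed count was 8 to 16 in the wild type libraries and 55 to 131 in the 9 deletion libraries, and the 95% Poisson intervals did not overlap after scaling, so low counts alone do not produce the difference. The rise ranked 1 among this run and 262 others of the same length and similar or lower level. This ranking decides nothing, since the run was picked for its rise. Of the run, 6 genes were tested and all 6 were called higher in *efp* than in wild type. In *efp fliY* soe and *efp nusG* soe 4 and 5 were called higher than in wild type. These counts share the limit that the run was picked for its rise. On the other side of *efp*, 2 of 8 genes tested were called in *efp* against wild type, both higher, with a median log2 fold change of 0.11. All 3 mutants share the *efp* deletion, so an effect of the deletion on neighbouring genes cannot be told apart from an effect of the absence of EF-P.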

How the results depend on the processing

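The alternatives below were set before the data were examined, except that the threshold of at least a 2-fold change was applied to the counts of σ D regulon genes only after seeing the data. The 27 results on counts of genes, gene sets and ratios gave 337 values under alternatives, of which 291 kept their direction and side of the threshold, or stayed within the replicate spread or 1.5 times the count. Of the others 38 were weaker, 4 stronger, 1 moved and 3 reversed. The 56 results on named genes gave 728 values, of which 622 were the same, 79 weaker, 1 stronger and 26 reversed. The number of σ D regulon genes called, the regulon median and the TPM ratios stayed within these limits in every alternative run, except that DESeq2 and the fit on only the libraries of the pair of strains each called 1 regulon gene higher in *efp fliY* soe than in *efp*, against 0, and that fewer regulon genes passed 2-fold in *efp nusG* soe. With at least a 2-fold change, 46, 46 and 6 regulon genes were called lower than in wild type in *efp*, *efp fliY* soe and *efp nusG* soe, against 48, 48 and 42, and 0 were called higher in *efp fliY* soe than in *efp*. In *efp nusG* soe 10 were called higher than in *efp* and 7 higher than in *efp fliY* soe, against 42 and 39. The regulon median in *efp* against wild type lay between -1.57 and -1.39, and in *efp nusG* soe against *efp* between 0.73 and 0.80. In *efp fliY* soe against *efp* it lay between 0.050 and 0.14, against 0.084 in the main fit, and was never called. The cause was not tested for any change below, unless stated.

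Calls between *efp* and wild type numbered 707, and 253 with at least a 2-fold change, 375 with no replicate block, and 454 to 814 with 1 library left out, the lowest without *efp* replicate B (454) and *efp* replicate C (469). For *efp nusG* soe against *efp* they numbered 395, and 98 with at least 2-fold, 137 with no replicate block, 263 with limma on log2(TPM + 0.1), and 147 to 237 with 1 library left out. For *efp nusG* soe against *efp fliY* soe they numbered 338, and 94 with at least 2-fold, 95 with no replicate block, and 166 to 307 with 1 library left out. For *efp fliY* soe against *efp* they numbered 1, and 7 with DESeq2, 7 with only the libraries of the pair of strains, 0 with no replicate block, 0 with limma on log2(TPM + 1), 0 with limma on log2(TPM + 0.1), and 0 to 1 with 1 library left out. Fewer samples are tested when a library is left out, and a stricter threshold passes fewer genes by construction. With *efp nusG* soe against *efp*, each library left out lowered the count by over 1.5 times, to 192, 147 and 227 without *efp* replicate A, B and C and to 220, 237 and 225 without *efp nusG* soe replicate A, B and C. For *efp nusG* soe against *efp fliY* soe the counts were 166 and 195 without *efp fliY* soe replicate B and C, and 173, 182 and 196 without *efp nusG* soe replicate A, B and C.

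Deviations of wild type and of a mutant library of the same letter correlated in letters A and C and not in B, at 0.56, -0.068 and 0.65 with *efp*, 0.38, -0.091 and 0.45 with *efp fliY* soe and 0.30, 0.079 and 0.57 with *efp nusG* soe for A, B and C in turn, so the rule that every pair be above 0.1 was not met there. Among the mutants it was met. Besides the counts of calls, no replicate block changed the median of the genes with EF-P-dependent pausing to 0.084, no longer called, and removed the calls of *fliY* in *efp* against wild type (adjusted p = 0.43) of *yfjB* in *efp fliY* soe against *efp*, of *sigD* in *efp nusG* soe against *efp fliY* soe (adjusted p = 0.35), and of every gene named outside the regulon between *efp nusG* soe and another mutant except *mlpA*. It changed no other call among the sets and named genes for which the alternatives were run. It left 46, 35 and 28 σ D regulon genes called in *efp* against wild type and in *efp nusG* soe against *efp* and *efp fliY* soe.

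The median of the pausing genes in *efp* against wild type was 0.087 and no longer called at 0.13 with limma on log2(TPM + 1), 0.14 with limma on log2(TPM + 0.1) and 0.092 with only the libraries of the pair of strains. With 1 library left out it was 0.062 to 0.12, and it was not called without wild type replicate A (0.098), wild type replicate B (0.090) or *efp* replicate B (0.062). Total-count scaling moved the share of higher calls from 45.1% to 57.7% in *efp* against wild type, from 47.2% to 62.0% in *efp fliY* soe against wild type and from 46.7% to 59.6% in *efp nusG* soe against wild type.

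The *fla/che* median in *efp* against wild type was -0.26 to -0.0084 with 1 library left out, nearest 0 without wild type replicate C. The other *fla/che* medians, none of them called, changed sign without *efp fliY* soe replicate C in *efp fliY* soe against *efp* (0.032, range -0.16 to 0.032) and without *efp nusG* soe replicate A in *efp nusG* soe against *efp* (-0.070, range -0.070 to 0.15) and against *efp fliY* soe (-0.11, range -0.11 to 0.22). The slope along the operon in *efp fliY* soe against *efp* was -0.0067 to 0.0033 per gene with 1 library left out.

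Among named genes, the 26 values that changed sign were not called. In *efp* against wild type, *nusG* was 0.025 with total-count scaling and 0.0023 with both limma on log2(TPM + 1) and limma on log2(TPM + 0.1), and -0.16 to 0.041 with 1 library left out. *rae1* was -0.013 with no count filter, -0.036 with no replicate block and -0.0066 with only the pair of strains, and -0.16 to 0.26 with 1 library left out, being below 0 without wild type replicate A (-0.11) or B (-0.043) and without *efp* replicate A (-0.16) or B (-0.073). With 1 library left out, *fliG* was -0.030 to 0.46, below 0 without wild type replicate B, *fliF* was -0.32 to 0.085, above 0 without wild type replicate C, and *yeeI* was -0.062 to 0.20, below 0 without wild type replicate B, wild type replicate C (-0.048) or *efp* replicate B (-0.022). In *efp fliY* soe against *efp*, *flgM* was -0.0091 with no replicate block and -0.19 to 0.11 with 1 library left out, below 0 without *efp* replicate A (-0.041), *efp* replicate C (-0.040) or *efp fliY* soe replicate C (-0.19). Likewise *fliY* was -0.018 to 0.081 and *swrA* -0.25 to 0.085, both changing sign without *efp fliY* soe replicate B, and *fliG* was -0.24 to 0.058, above 0 without *efp* replicate B (0.015) or *efp fliY* soe replicate C. In *efp nusG* soe against *efp*, *fliY* was -0.22 to 0.059 and *fliG* -0.34 to 0.070, both above 0 without *efp nusG* soe replicate C.

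Depth limits single genes of low level, since 3 counts correspond to 0.775 to 1.25 CPM, and 877 of 4296 genes were not tested. Leaving out ribosomal and transfer RNA was planned and not run, since 0 such genes are listed.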

Other observations

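The tests of a step inside the operon and of random lists for the genes with EF-P-dependent pausing were chosen only after the results were seen.

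Splits of the 6 libraries of a comparison into 3 and 3 number 10, so the count of splits alone cannot exclude chance for any result of these fits. Only the real split, 1 of 10, gave as many σ D regulon genes called or as large a regulon median in *efp*, *efp fliY* soe or *efp nusG* soe against wild type and in *efp nusG* soe against either other mutant. For *efp fliY* soe against *efp*, 3 of 10 splits gave a regulon median as large, and 10 of 10 gave at least the 0 genes called. For the *fla/che* median the numbers were 4 in *efp* against wild type, 5 in *efp fliY* soe against *efp* and 9 in *efp nusG* soe against either other mutant. For the slope along the operon they were 9, 7 and 1 in the comparisons of *efp* with wild type and of *efp fliY* soe and *efp nusG* soe with *efp*. For the median of the pausing genes it was 2. Among the mutants, 4 of the 10 splits part all 3 pairs of libraries with the same letter, as the real one does, and the others leave pairs together. Of those 4, 1 gave a regulon median as large in *efp fliY* soe against *efp*, 3 a *fla/che* median as large in that comparison and 4 in each of the other comparisons of mutants, and 2 and 1 a slope as large in *efp fliY* soe and *efp nusG* soe against *efp*.

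The 32 genes of the *fla/che* operon, which hold *fliY*, *fliG* and *sigD*, had median log2 fold changes of -0.16 in *efp* against wild type, -0.061 in *efp fliY* soe against *efp*, 0.063 in *efp nusG* soe against *efp* and 0.058 in *efp nusG* soe against *efp fliY* soe, and fry called none of them (adjusted p from 0.49 to 0.69). Of single genes of the operon, edgeR called 5 lower and 0 higher in *efp* against wild type, 5 lower and 0 higher in *efp fliY* soe against wild type, and 6 lower and 1 higher in *efp nusG* soe against wild type. RNA of *fliY* (B4U62_08920) changed by -0.38 in *efp* against wild type (standard error 0.12, edgeR adjusted p = 0.038). That call was lost under DESeq2, no replicate block, total-count scaling and both limma fits, and without wild type replicate C or any 1 of the *efp* libraries, with adjusted p over all alternatives from 0.027 to 0.43. Its size ran from -0.46 to -0.24 with 1 library left out, nearest 0 without wild type replicate C. RNA of *fliG* (B4U62_08865) changed by 0.14 (edgeR adjusted p = 0.68). The *fliY* values in *efp fliY* soe and *efp nusG* soe against *efp* were 0.035 and -0.095, neither called. The paper reports the FliY and FliG proteins in Fig 6. *sigD* changed by 0.42 in *efp nusG* soe against *efp* (edgeR adjusted p = 0.056, and 0.51 with no replicate block). With 1 library left out it ran from 0.21 without *efp nusG* soe replicate A to 0.57 without *efp nusG* soe replicate C, where alone it was called. It was called in *efp nusG* soe against *efp fliY* soe, at 0.55 (standard error 0.13, edgeR adjusted p = 0.020), where 5 genes of the operon were called higher and 0 lower, against 1 and 0 in *efp nusG* soe against *efp*. This call of *sigD* was lost with no replicate block (0.52, adjusted p = 0.35), in both limma fits, and without any 1 of the *efp fliY* soe libraries or *efp nusG* soe replicate A. Its size ran from 0.33 without *efp nusG* soe replicate A to 0.70 without *efp nusG* soe replicate C.

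The fold change in *efp nusG* soe against *efp* rose along the *fla/che* operon by 0.019 log2 units per gene, and by 0.024, 0.021 and 0.011 in letters A, B and C. With coding length in the regression the slope was 0.020, so length does not produce it. Of 3058 runs of 32 consecutive genes elsewhere, 17.4% had a slope at least as steep in either direction, so slopes of this size occur elsewhere. The runs were not limited to single operons, so they do not test a gradient within 1 transcript. A step after *fliZ* left a residual sum of squares 0.843 times that of a line, with a median of -0.099 over the 18 genes before it and 0.23 over the 14 after it. The place of the step was fitted to the same values, so a line and a step cannot be told apart.

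The 180 genes with EF-P-dependent pausing had a median log2 fold change of 0.087 in *efp* against wild type, with 42 called higher and 18 lower (46 and 18 adjusted over the list alone). Their median lay at the 99.91 percentile of 10000 random lists matched on expression, so expression level alone does not produce it. The list came from ribosome profiling of the same lysates. Random lists drew on all tested genes outside it, without the paper's filter on ribosome density. The percentile thus does not measure how unusual the shift is. The fry test called the set (adjusted p = 0.0071), and camera did not with its preset correlation (adjusted p = 0.061) or with an estimated one (adjusted p = 0.23). The tests thus differ on whether the list shifted as a set. *valS* (B4U62_15150), which the paper names for pausing, rose by 0.96 (standard error 0.12, edgeR adjusted p = 8.0e-05).

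A hypothesis tested here was that expression outside the σ D regulon partly returns toward wild type in *efp nusG* soe. Over 3370 genes outside the regulon, the fold changes of *efp fliY* soe against wild type and of *efp nusG* soe against *efp*, which share no library, had a Pearson r of -0.25 and a Spearman rho of -0.26. Genes are not independent replicates, so no p is given. In 20 simulations with no difference between strains, r lay between -0.034 and 0.052. With a smooth trend on coding length taken off both comparisons r was -0.26, so a common trend on length does not produce it. Of 553 genes called in *efp fliY* soe against wild type, 420 (75.9%) had the opposite sign in *efp nusG* soe against *efp*. Their median return was 0.19 against a median change of 0.72 on the log2 scale, while the regulon returned by 0.78 of 1.42. With *efp* itself counted, 554 genes outside the regulon were called in *efp fliY* soe against wild type. That number fell to 267 with no replicate block and to 336 without *efp fliY* soe replicate C. The share of opposite sign comes from the main fit alone. The comparison of *efp* with wild type, which shares the *efp* libraries with that of *efp nusG* soe with *efp*, had an r of -0.34 with it, less negative than in the simulations (-0.53 to -0.47), and so adds no support. Libraries of the same letter deviate together in unequal degree, which the simulations leave out. Differences of *efp fliY* soe from wild type in 1 letter and of *efp nusG* soe from *efp* in another letter had a mean r of -0.15 over 6 combinations (-0.011 to 0.013 in the simulations), against -0.17 over 3 combinations of the same letter, so deviations shared within a letter do not produce the mean. Single combinations of different letters ran from -0.35 to 0.070. With letter A of *efp fliY* soe against wild type, r was 0.088, 0.070 and -0.081 with letters A, B and C of *efp nusG* soe against *efp*, so the pattern is not seen in every letter. With letter B of *efp fliY* soe against wild type it was -0.33, -0.43 and -0.35, and with letter C -0.18, -0.049 and -0.16. Letter B thus carries most of it, and without that letter the mean over the 4 combinations of different letters left was -0.060 (-0.019 to 0.021 in the simulations). The values leave a partial return open and do not establish it. Deviations of single libraries and other technical causes were not tested, and the pattern was found and tested on the same libraries.

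Between the letters A, B and C, 898 of 3419 genes (26.3%) were called by edgeR. The change from letter A to letter C had a Spearman rho of 0.29 with coding length over the 3419 genes, which are not independent replicates, and other causes were not tested.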
